# The Trithorax protein Ash1L promotes myoblast fusion by activating Cdon expression

**DOI:** 10.1038/s41467-018-07313-8

**Published:** 2018-11-28

**Authors:** Ilaria Castiglioni, Roberta Caccia, Jose Manuel Garcia-Manteiga, Giulia Ferri, Giuseppina Caretti, Ivan Molineris, Kenichi Nishioka, Davide Gabellini

## Abstract

Myoblast fusion (MF) is required for muscle growth and repair, and its alteration contributes to muscle diseases. The mechanisms governing this process are incompletely understood, and no epigenetic regulator has been previously described. Ash1L is an epigenetic activator belonging to the Trithorax group of proteins and is involved in FSHD muscular dystrophy, autism and cancer. Its physiological role in skeletal muscle is unknown. Here we report that Ash1L expression is positively correlated with MF and reduced in Duchenne muscular dystrophy. In vivo, ex vivo and in vitro experiments support a selective and evolutionary conserved requirement for Ash1L in MF. RNA- and ChIP-sequencing indicate that Ash1L is required to counteract Polycomb repressive activity to allow activation of selected myogenesis genes, in particular the key MF gene *Cdon*. Our results promote Ash1L as an important epigenetic regulator of MF and suggest that its activity could be targeted to improve cell therapy for muscle diseases.

## Abstract (web summary)

Myoblast fusion in skeletal muscle is a complex process but how this is regulated is unclear. Here, the authors identify Ash1L, a histone methyltransferase, as modulating myoblast fusion via activation of the myogenesis gene *Cdon*, and observe decreased Ash1L expression in Duchenne muscular dystrophy.

## Introduction

Cell fusion is a fundamental process required for sexual reproduction and for the development of many body tissues^1,2^. During fertilization, the fusion of sperm and egg leads to the formation of a diploid cell^3,4^. Macrophages undergo fusion events to form osteoclasts during bone development^5^. Also, the genetic reprogramming of somatic cells could occur following stem cell fusion^6^. Besides these important examples, a specific and tightly regulated type of fusion is crucial for skeletal muscle tissue formation, growth, and repair^1,7,8^. During embryonic development, mononucleated muscle cells, termed myoblasts, undergo massive proliferation, providing the required number of precursor cells to build skeletal muscles. Subsequently, they exit the cell cycle, start to differentiate and fuse with one another to generate multinucleated and fully differentiated myofibers^7,8^. This process continues for the first 3 weeks of postnatal life, in mice^9^. In the adulthood at steady state, myoblast fusion events are sporadic but necessary for muscle regeneration. In response to muscle damage, muscle stem (satellite) cells, which normally reside at the periphery of the mature fiber in a quiescent state, activate, proliferate, and fuse to reconstruct the damaged muscle^10–14^. Notably, defects in myoblast fusion contribute to the pathogenesis of an increasing number of muscle diseases^15–20^.

Recognition and adhesion between fusion partners is an early and key event in myoblast fusion^21^. Accordingly, the majority of the proteins involved in myoblast fusion identified so far are adhesion proteins, transmembrane lipids, intracellular signaling, or adaptor proteins^22–25^. Among these, the immunoglobulin-like and fibronectin type III domains protein Cdon (cell-adhesion-molecule-related/downregulated by oncogenes) is a member of a cell-surface receptor complex that mediates cell–cell interactions between muscle precursor cells and positively regulates myogenesis^26,27^.

While we know extensively about the structural and signaling components required for myoblast fusion, the gene expression regulation underlying this important process is poorly understood. A few transcription factors activating myoblast fusion have been described^28–31^; however, an identification of fusion-regulated target genes on a genome-wide scale is mostly lacking^28–31^. Importantly, no epigenetic regulator of myoblast fusion has ever been defined.

Absent, small, or homeotic discs like 1 (Ash1L) is a Trithorax group protein that positively regulates gene transcription by counteracting Polycomb group (PcG) protein-mediated silencing^32^. Ash1L di-methylates histone H3 lysine 36 to produce H3K36me2^33^, a histone mark associated with transcriptional activation and enriched at transcription start sites (TSS)^34^. Ash1L is involved in several pathological conditions, including autoimmune disease, autism, and cancer^34–40^. Despite its involvement in facioscapulohumeral (FSHD) muscular dystrophy^41^, the physiological role of Ash1L in skeletal muscle is unknown.

We found an evolutionarily conserved requirement for Ash1L in myoblast fusion. Combining genome-wide approaches with gain-of-function and loss-of-function assays, we identified *Cdon* as a direct Ash1L target required for Ash1L-mediated myoblast fusion activation. Altogether, our results promote Ash1L as a crucial epigenetic regulator of myoblast fusion.

## Results

### Ash1L expression positively correlates with myoblast fusion

To begin investigating the physiological role of Ash1L in the skeletal muscle, we evaluated its expression in three crucial processes: muscle development, muscle regeneration, and in vitro muscle differentiation (Fig. 1). During murine prenatal development and adulthood, *Ash1L* expression resulted maximal in fetal skeletal muscles, when myoblast fusion events are most frequent^11^, and was progressively and significantly reduced reaching a minimum at P28, when myoblast fusion is normally off (Fig. 1a). Intriguingly, the key myoblast fusion factor *Myomaker* displayed a similar expression pattern (Fig. 1a)^22,42^. On the contrary, the gene encoding for the adult skeletal muscle myosin *Myh4* showed an opposite trend, reaching a maximum when myoblast fusion is over (Fig. 1a). In adulthood at steady state, myoblast fusion is nearly absent, but it is reactivated during regeneration in response to muscle damage^43^. To assess *Ash1L* expression during muscle regeneration, we analyzed tibialis anterior muscle of 8-week-old mice after cardiotoxin (CTX) injury (Fig. 1b). Compared to uninjured muscle, *Ash1L* expression was significantly upregulated during the initial phase of muscle regeneration (day 5), and downregulated at day 10, when myoblast fusion decreases^43^ similarly to *Myomaker*^44^. During in vitro myogenesis, we found that Ash1L upregulation occurred just after the induction of differentiation (day 1) (Fig. 1c), and simultaneously with myoblast fusion activation^45^. A key step for myoblast fusion activation is cell–cell contact^46–48^. Interestingly, we found that cell confluence in proliferation media was sufficient to significantly induce Ash1L expression (Fig. 1d). Myoblast fusion defects have been described in several muscle diseases^15–17,49–55^ including Duchenne muscular dystrophy (DMD)^56,57^. Inspection of the GEO database (http://www.ncbi.nlm.nih.gov/geo/info/profiles.html) revealed that *Ash1L* expression is significantly downregulated in muscle tissue from both DMD patients and the DMD mouse model mdx, which we confirmed by real-time quantitative reverse transcription PCR (RT-qPCR) (Supplementary Figure 1). Collectively, our results indicate that the expression of Ash1L is positively correlated to myoblast fusion and is significantly downregulated in DMD.

**Fig. 1:**
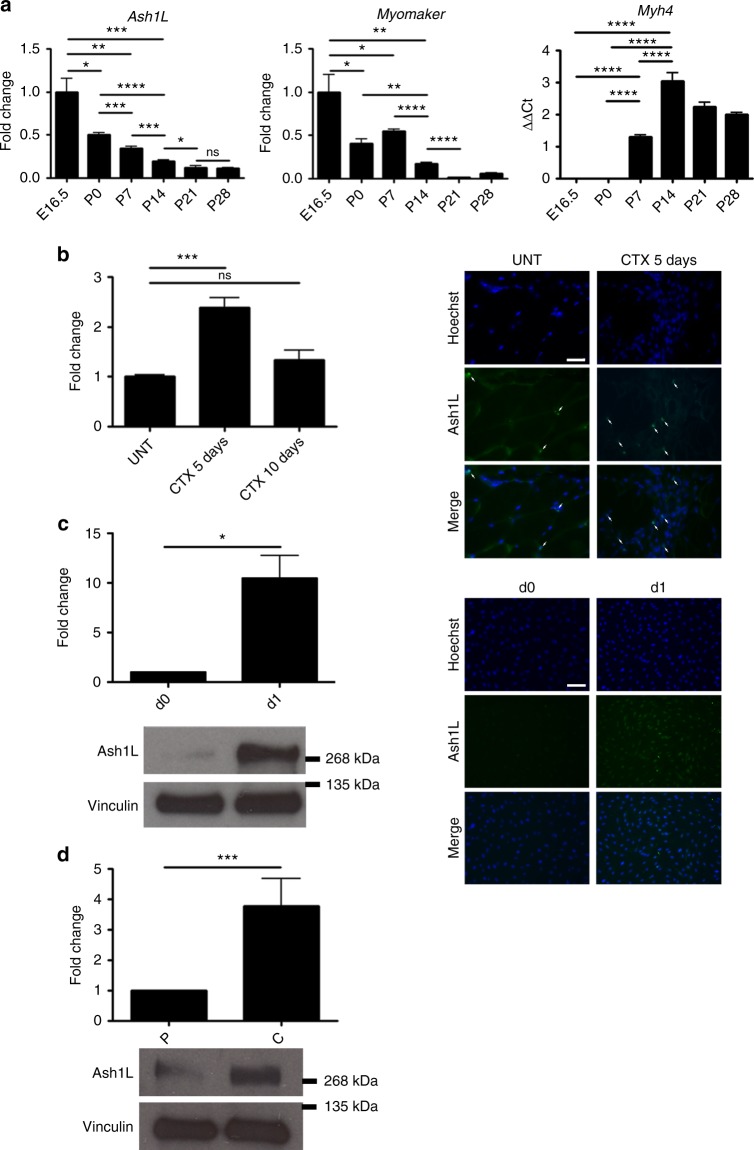
Correlation between Ash1L expression and myoblast fusion. **a** *Ash1L* expression during muscle development. RT-qPCR analysis on muscle tissue from hindlimbs of mice from the embryonic stage E16.5 to adulthood (p28). Expression analysis of *Myomaker*, as a positive fusion gene, and adult myosin (*Myh4*) as a positive control for adult stages. Unpaired two-tailed *t* test. Confidence intervals 95%. *n* = 6. **b*** Ash1L* expression in regenerating muscle tissue. RT-qPCR analysis of *Ash1L* expression in tibialis anterior of wild-type adult mice, untreated (UNT), or 5 and 10 days after cardiotoxin (CTX) injection (left panel). Immunofluorescence for Ash1L (in green) and nuclear staining (Hoechst), in transverse cryosections from the tibialis anterior muscles of injured wild-type mice, 5 days after cardiotoxin injection (CTX 5 days) compared to untreated controls (Unt). Scale bar, 50 μm. Magnification ×65. Arrows indicate the Ash1L-positive nuclei. Unpaired two-tailed *t* test. Confidence intervals 95%. *n* = 4. **c** Ash1L protein level during in vitro muscle differentiation. Immunoblot of C2C12 cells at days 0 and 1, and densitometric analysis of Ash1L signal relative to vinculin as housekeeping protein (left panel). Immunofluorescence for Ash1L (in green) and nuclear staining (Hoechst), in C2C12 cells at days 0 and 1 of in vitro muscle differentiation. Scale bar, 100 μm. Magnification ×20. Paired two-tailed *t* test. Confidence intervals 95%. Data are the mean for three independent experiments. **d** Ash1L protein level in proliferating myoblasts vs. confluent cells. Comparison between proliferating myoblasts (P) and confluent cells (C). Paired two-tailed *t* test. Confidence intervals 95%. Data are the mean for three independent experiments. Source data are provided as a Source Data file. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. NS not significant

### Ash1L is specifically required for myoblast fusion

We used embryonic stem cells containing a gene trap cassette inserted in intron 1 of the mouse *Ash1L* gene to generate mice lacking Ash1L (*Ash1L* GT). Unlike a previous report showing that the majority of *Ash1L* GT mice survived into adulthood, although not at a Mendelian ratio^58^, most of our independently generated *Ash1L* GT mice were not born alive and the remaining animals displayed full lethality by P8 (Supplementary Figure 2), possibly due to the different procedures utilized and the degree of backcrossing of the different strains (see Methods). We hence decided to analyze *Ash1L* GT mice at embryonic day 18.5 when *Ash1L* expression and myoblast fusion are high. While we found no significant alteration in the number of muscle fibers, Gomori-trichrome staining of quadricep transverse cryosections revealed a significantly reduced myofiber cross-sectional area (CSA) in *Ash1L* GT mice compared to wild-type mice (Fig. 2a). Interestingly, longitudinal sections showed that the number of myonuclei per individual myofiber is significantly lower in *Ash1L* GT mice compared to wild-type mice (Fig. 2b).

**Fig. 2:**
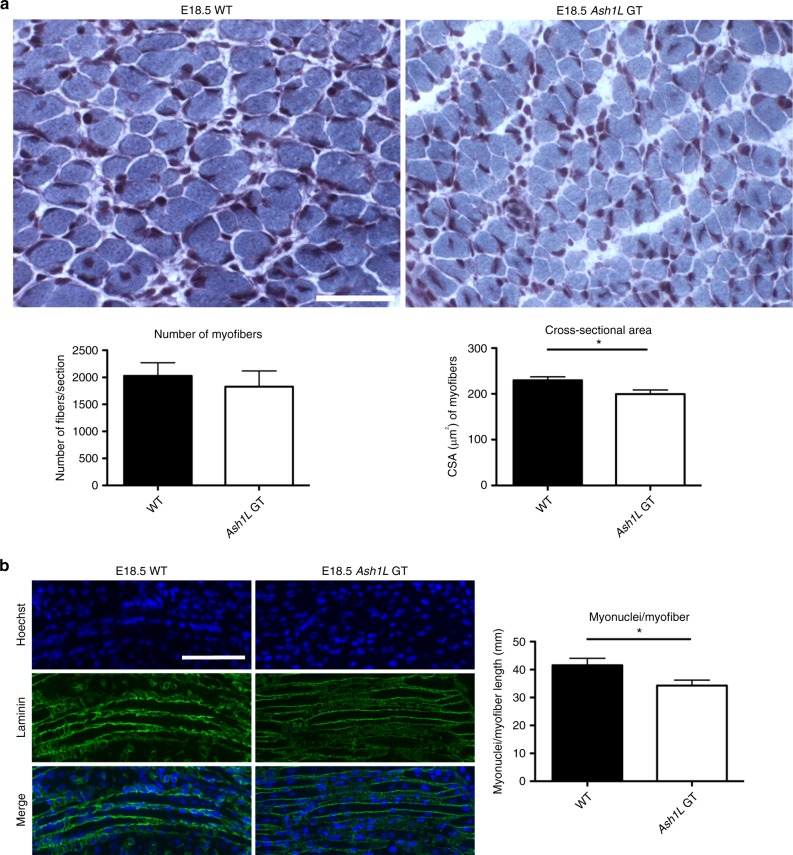
*Ash1L* GT mice display muscle hypoplasia. **a** Gomori-trichrome staining of transverse cryosections from wild-type (WT) and *Ash1L* GT mice, at embryonic stage E18.5 (upper panel). Quantification of: the total number of myofibers and myofibers cross-sectional area (CSA) (lower panel). *n* = 3. Scale bar, 100 µm, magnification ×20. Unpaired two-tailed *t* test. Confidence intervals 95%. Results come from six biological replicates. **b** Immunofluorescence for laminin (in green) and nuclear staining (Hoechst) in longitudinal cryosections from wild-type (WT) and *Ash1L* GT mice, at the embryonic stage of E18.5 (left panel). Quantification of the number of myonuclei normalized on myofiber length in mm (myonuclei/myofibers) (right panel). Scale bar, 100 µm, magnification ×20. Unpaired two-tailed *t* test. Confidence intervals 95%. Results come from seven biological replicates. Source data are provided as a Source Data file. *p ≤ 0.05

To elucidate the muscle formation defect of *Ash1L* GT mice, we compared ex vivo satellite cell-derived myoblast cultures from hindlimbs of wild-type and *Ash1L* GT mice isolated at the embryonic stage of 18.5. While the percentage of myosin heavy chain (Mhc)-positive cells displayed no significant alteration, the fusion index of *Ash1L* GT myoblasts was significantly lower compared to controls (Fig. 3a). Moreover, individual *Ash1L* GT myofibers presented a significantly reduced number of myonuclei compared to controls (Fig. 3a).

**Fig. 3:**
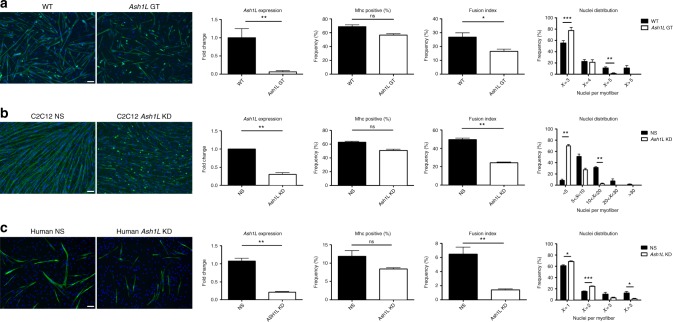
Effects of *Ash1L* ablation on myoblast fusion. **a** Primary myoblasts isolated from *Ash1L* GT mice display a fusion defect. Immunofluorescence for myosin heavy chain (in green) and nuclear staining (Hoechst) in primary cultures from wild-type (WT) and *Ash1L* GT mice at E18.5 stage, after inducing differentiation for 48 h. Scale bar, 100 µm. RT-qPCR analysis of *Ash1L* expression, validating *Ash1L* ablation in GT mice compared to wild-type mice. Percentage of Mhc-positive cells, calculated in comparison with the total number of nuclei. Fusion index, calculated as the number of nuclei present in myotubes (Mhc-positive and containing at least three nuclei) in comparison with the total number of nuclei. Nuclei distribution, calculated as the frequency of Mhc-positive cells containing the indicated number of nuclei. Unpaired two-tailed *t* test. Confidence intervals 95%. Results come from five biological replicates. **b** *Ash1L* knockdown leads to a muscle fusion defect. Immunofluorescence for myosin heavy chain and nuclear staining in C2C12 cells transfected with non-targeting (NS) and *Ash1L* siRNAs (*Ash1L* KD) and differentiated for 3 days. Scale bar, 100 µm. *Ash1L* expression, percentage of Mhc-positive cells, fusion index, and nuclei distribution evaluated as described above. Unpaired two-tailed *t* test. Confidence intervals 95%. Results come from three biological replicates. **c** Muscle fusion defect upon *Ash1L* knockdown is conserved in human. Immunofluorescence for myosin heavy chain and nuclear staining in human primary myoblast transfected with non-targeting (human NS) and *Ash1L* siRNAs (human *Ash1L* KD) and differentiated for 4 days. Scale bar, 100 µm. *Ash1L* expression, percentage of MHC-positive cells, fusion index, and nuclei distribution evaluated as described above. Unpaired two-tailed *t* test. Confidence intervals 95%. Results come from three healthy subjects. Source data are provided as a Source Data file. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. NS not significant

To further support our findings, we performed acute *Ash1L* knockdown (KD) in C2C12 muscle cells. Similar to *Ash1L* GT, *Ash1L* KD caused no significant alteration in the percentage of Mhc-positive myofibers, but a significant reduction of the fusion index and the number of nuclei per myofiber (Fig. 3b). Importantly, similar results were obtained in human primary myoblasts (Fig. 3c), indicating that Ash1L is evolutionary required for myotube formation.

Muscle formation requires myoblast proliferation, migration, differentiation, and fusion^59^. In principle, dysfunction of one or more of these processes could contribute to aberrant myotube formation in the absence of Ash1L. As shown in Supplementary Figure 3a, *Ash1L*-depleted cells did not present either proliferation or doubling time alterations compared to control cells. Time-lapse microscopy excluded also a significant migration impairment of *Ash1L*-KD myoblasts (Supplementary Figure 3b). Finally, the myogenic transcription factors MyoD and myogenin, and the muscle-specific marker desmin were expressed normally in *Ash1L*-KD cells (Supplementary Figure 3c), suggesting that Ash1L is not required to activate the muscle differentiation program. These findings imply that myoblasts depleted of Ash1L can proliferate, migrate, and activate muscle-specific gene expression, while are selectively defective in their ability to fuse.

### Identification of direct Ash1L targets in muscle cells

In order to define the molecular mechanism through which Ash1L activates myoblast fusion, we performed RNA-sequencing comparing *Ash1L* KD to control C2C12 myoblasts. We identified 135 differentially expressed genes (false discovery rate (FDR)  <0.05) (Supplementary Data 1). In line with the known involvement of Ash1L in transcriptional activation, most of the differentially expressed genes resulted downregulated (100/135, 74%), whereas only a few genes resulted upregulated (35/135, 26%). The downregulated genes returned several intriguing categories related to transcription activation, muscle differentiation, and cell adhesion (Fig. 4).

**Fig. 4:**
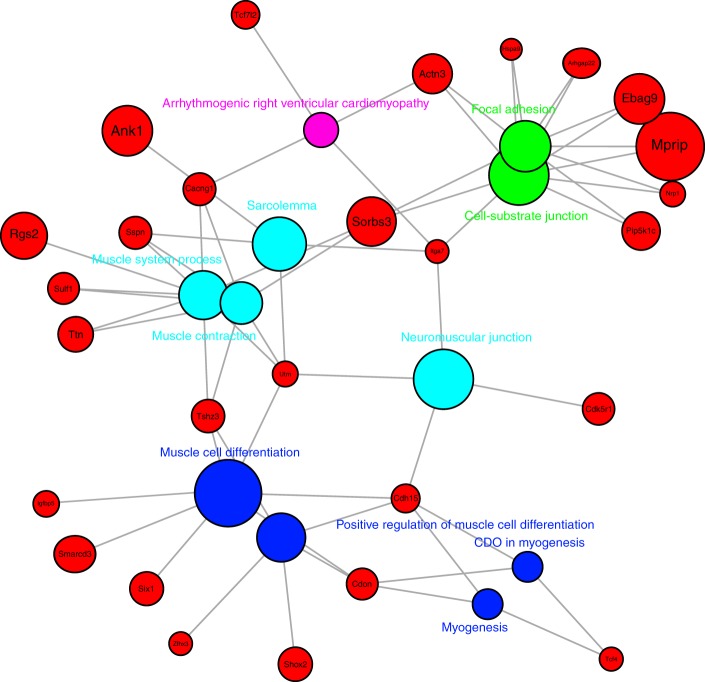
Pathways significantly downregulated by *Ash1L* ablation. Bipartite graph showing significantly enriched categories (KEGG, Biocarta, WikiPathways, Reactome, GO BP/MF/CC) (FDR <0.05, *Z*-score <−1.75, and *n* ≥ 3) and their associated genes within the 100 downregulated genes (FDR <0.1) in *Ash1L* KD myoblasts. The size of the gene nodes is proportional to the log 2 FC of downregulation, while the size of the category nodes is proportional to the significance of enrichment (−log 10 Adj. *p* value)

To determine which genes were directly impacted by Ash1L, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) to determine Ash1L genomic targets (Supplementary Data 2). 

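Ash1L ChIP-seq was performed in C2C12 cells, a line of mouse myoblasts that fuse into myotubes when serum is withdrawn, collected at day 1 of differentiation, in 3 replicates. In this assay, chromatin bound by Ash1L is precipitated with an antibody and its DNA is sequenced, so that a peak marks a stretch of the genome with more reads than the input chromatin. The authors trimmed the reads and aligned them to mm10 (GRCm38) with BWA-MEM. They removed PCR duplicates and blacklisted regions, and kept properly paired and uniquely mapped reads. Peaks were called with MACS2 in each replicate by itself, against the input, at a q value under 0.05. The values analysed here are the deposited list of narrow peaks of each replicate and 1 merged list. These lists hold no read counts, so the depth behind each peak is unknown. The value the authors' lists give for each summit has no name. It was read as −log10 q, since its lowest value, 1.30 in replicate 2, lies just above the caller's threshold. It was used to rank and filter peaks, to compare lists and groups of peaks, and in correlations across genes. Ranks of genes and merged peaks use the highest value in any list, so a rank can rest on 1 replicate. Summits that share a region were counted here as 1 peak, with the highest −log10 q of its summits. Replicate 1 held 240 peaks from 779 summits, replicate 2 held 35 peaks from 129 summits and replicate 3 held 228 peaks from 868 summits. The median peak width was 514 bp in replicate 1, 3109 bp in replicate 2 and 593 bp in replicate 3, and the peaks covered 258206 bp, 134293 bp and 297545 bp. With only peaks of a −log10 q of at least 5, the lists held 215, 23 and 187 peaks. The merged list held 259 peaks with a median width of 469 bp, which covered 334264 bp. Of these, 17 lay on unplaced sequences of the assembly and 242 on chromosomes.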

Our analysis revealed extensive Ash1L occupancy at the gene bodies of its target genes with an enrichment near TSS (Fig. 5a, b), consistently with previous reports^2,34,60–62^. 

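Of the 259 merged peaks, 192 (74.1%, 95% Wilson confidence interval 68.5–79.1%) lay within 5 kb of a transcription start site (TSS) of the GENCODE M21 annotation of GRCm38. The peaks were placed repeatedly at random positions of the same chromosome, and on average 22.8% of them then lay within 5 kb of a TSS. The observed share was 3.25-fold higher, and no placement reached it (one-sided permutation test, p = 0.0001, the smallest that these placements can give). Within 1 kb of a TSS, the share was 46.7% against 8.29% of the placed peaks, and within 10 kb it was 82.2% against 35.2% (p = 0.0001 for each, from the same permutation test). The distance of 1 kb moved the share most among the alternatives. The difference from placed peaks was smallest, 2.03-fold, when the peaks were placed only within 10 kb of annotated genes, where 36.5% lay within 5 kb of a TSS. Windows of the same chromosome, width and GC content, chosen after seeing the data, were also taken in place of random positions. Of the 242 peaks on chromosomes, 78.9% lay within 5 kb of a TSS, against 36.6% of these windows (one-sided permutation test, p = 0.0001). A TSS lay inside 61 merged peaks (23.6%). In the gene bodies, 209 merged peaks (80.7%, 75.5–85.0%) had at least 10% of their length in an annotated gene, against 44.0% of the placed peaks (one-sided permutation test, p = 0.0001). From the read profile over scaled genes and the share of peaks in annotated regions (Fig. 5a, b), the paper concludes that Ash1L occupies the bodies of its target genes and is enriched near their TSS. The read profile was not analysed here.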

In the absence of chromatin state map (ChromHMM) data available for murine muscle cells, we compared our Ash1L peaks with chromatin state maps of available mouse tissues from ENCODE^63^. As expected, Ash1L resulted enriched at regions defined as active promoters or active enhancers (Fig. 5c). Intriguingly, we observed an enrichment of Ash1L also in regions characterized by the presence of the PcG-deposited histone mark H3K27me3 and defined as repressed, poised promoters, or poised enhancers (Fig. 5c).

**Fig. 5:**
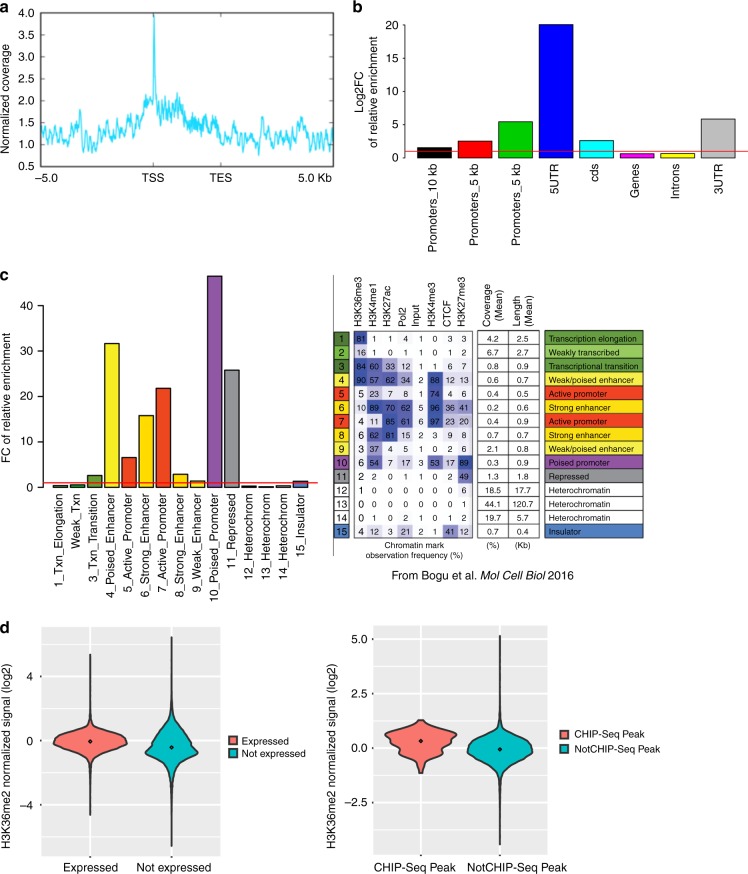
Distribution of Ash1L peaks and overlapping between Ash1L and Polycomb targets. **a** Ash1L ChIP-seq signal distribution over the scaled gene bodies (3 kb) of its targets showing enrichment around the TSS. One representative replicate of the three is shown. **b** Relative enrichment (log 2 FC) of Ash1l ChIP-seq peaks in classically defined genomic regions (promoters, 5′-UTR, CDS, genes, introns, and 3′-UTR). **c** Relative enrichment (FC) of Ash1L ChIP-seq peaks in genome-wide chromatin segments as found in Bogu et al.^63^ (right panel reproduced with permission from American Society for Microbiology) in a union of mouse tissues using chromHMM tool. **d** Violin plots of normalized H3K36me2 signal over gene bodies of either expressed/unexpressed in myoblasts (left panel) or Ash1L peaks/not Ash1L peaks genes (right panel). Signal has been normalized against H3 ChIP control sample and three replicates averaged. Mann–Whitney *p* value was used for comparison

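Relative enrichment was computed as the share of merged peaks with at least 10% of their length in a kind of region, divided by the share of the genome in it. Promoters were taken as the stretch upstream of each annotated TSS. The highest value was in the 5′-UTR, which held 23 of the 259 peaks (8.88%) and 0.280% of the genome, a relative enrichment of 31.8. In the coding sequence it was 9.81, from 34 peaks (13.1%) and 1.34% of the genome. Promoters of 1 kb held 78 peaks (30.1%) and had a relative enrichment of 9.38, promoters of 5 kb held 123 peaks (47.5%) and had 3.60, and promoters of 10 kb held 144 peaks (55.6%) and had 2.44. The 3′-UTR had a relative enrichment of 5.05 from 18 peaks (6.95%), genes had 1.80, and introns had 1.66 from 180 peaks (69.5%). A peak has a width, so it meets a short region more often than a single base does. Random placement of the same peaks on their chromosomes takes this into account, and put 0.701% of them in the 5′-UTR, 3.47% in the coding sequence, 5.38% in promoters of 1 kb, 41.9% in introns and 2.21% in the 3′-UTR. The observed share was above that of every placement in each of the 8 kinds of region (one-sided permutation test, p = 0.0001, the smallest that the placements can give). Among the alternatives counted in peaks, the 3′-UTR moved most as a ratio, to a relative enrichment of 12.5 with the 35 peaks of replicate 2 alone. The 5′-UTR ranged from 15.2, with the middle base of each peak, to 71.5, with replicate 2 alone, of which 7 peaks lay in it. By the share of peak bases in the region, chosen after seeing the data, it was 13.2. Replicate 1 alone gave 26.8 and replicate 3 alone gave 29.8 for this region. In the coding sequence, replicate 2 alone had 4 peaks and a relative enrichment of 8.54, which was not past the threshold of 0.05 (one-sided permutation test, p = 0.0529).

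**Figure D1:**
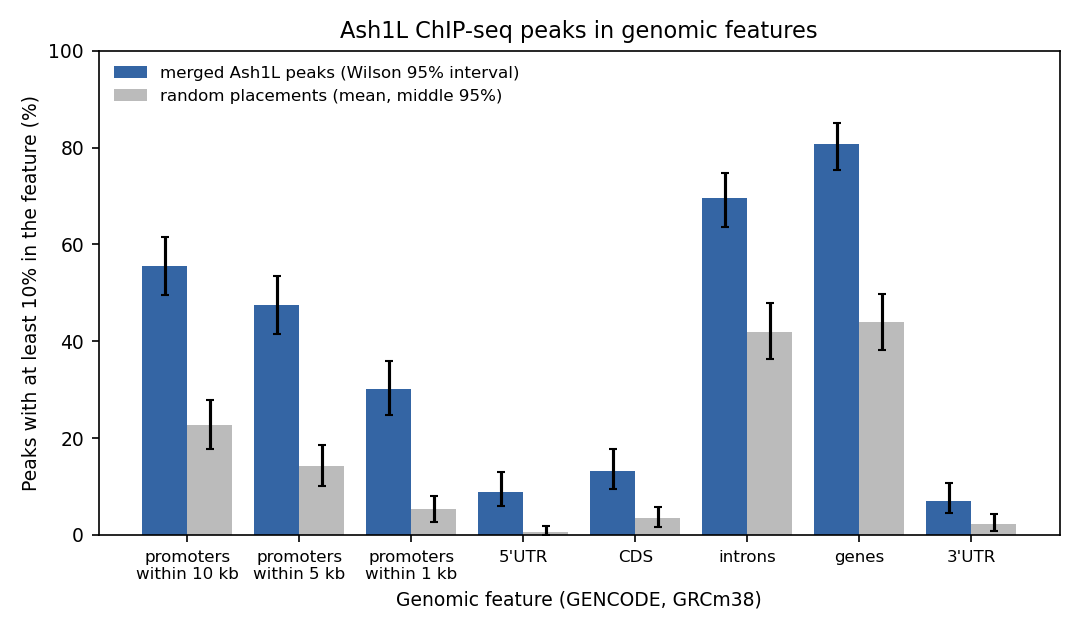
Share of the 259 merged Ash1L peaks with at least 10% of their length in each kind of annotated region, in percent, beside the mean share of the same peaks placed at random on the same chromosome. Error bars are 95% Wilson confidence intervals for the peaks and the middle 95% of the placements. In each of the 8 kinds of region the bar of the peaks stands above that of the placements, from 6.95% against 2.21% in the 3′-UTR to 80.7% against 44.0% in genes.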

Ash1L counteracts Polycomb activity through the deposition of H3K36me2^60,64–67^. As expected, by ChIP-seq we found that the levels of H3K36me2 were higher on expressed genes compared to not expressed genes as detected by RNA-sequencing (RNA-seq) in C2C12 (Mann–Whitney *p* value < 2 × 10^–6^; Fig. 5d). Intriguingly, among expressed genes the levels of H3K36me2 were significantly higher on the genes associated with Ash1L ChIP-seq peaks (Mann–Whitney *p* value = 4.2 × 10^–11^; Fig. 5d), supporting a role of Ash1L in their activation.

Next, we used gene set enrichment analysis (GSEA) to correlate the genes displaying Ash1L ChIP-seq peaks to the transcriptional downregulation upon *Ash1L* depletion. Leading-edge analysis allowed us to identify 45 direct Ash1L targets (normalized enrichment score (NES) = −2.35, FDR < 0.001) (Fig. 6a) (Supplementary Data 3). Functional enrichment analysis returned an even stronger significance for categories involved with the positive regulation of myogenesis (Fig. 6b). Accordingly, Ash1L targets resulted also significantly enriched for genes activated during muscle differentiation (*p* = 0.028) (Supplementary Data 4). In line with the ability of Ash1L to positively regulate gene transcription by counteracting PcG-mediated silencing^52,60,64–66^, ChIP enrichment analysis unveiled that the majority of Ash1L targets (39 out of 45) are also Polycomb targets (Supplementary Data 5).

**Fig. 6:**
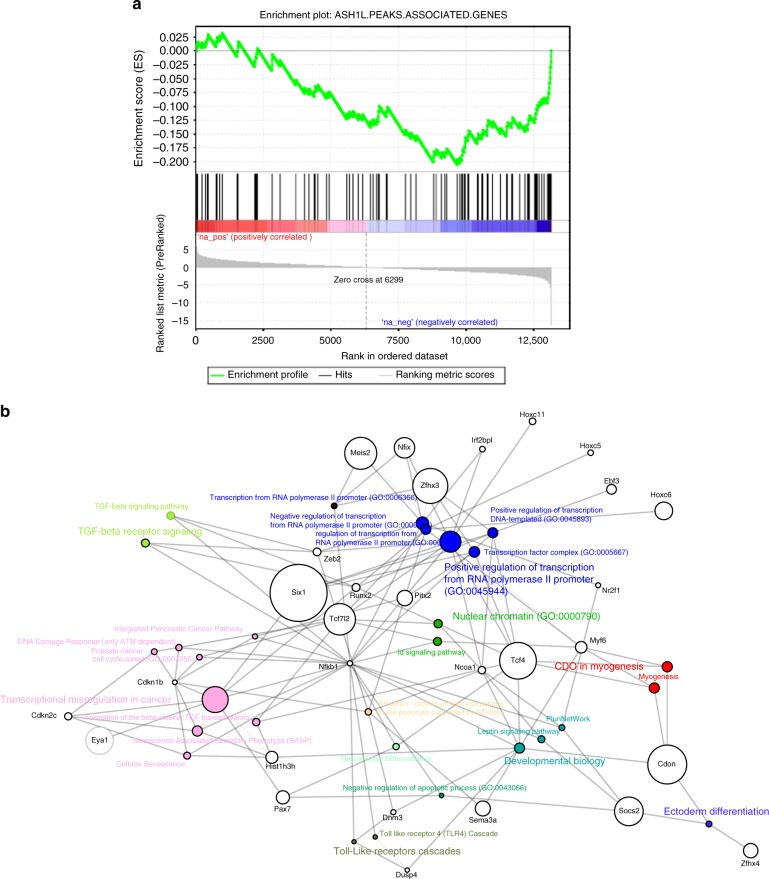
Identification of direct Ash1L targets. **a** Gene set enrichment analysis enrichment plot for Ash1L ChIP-seq peak-associated genes (*n* = 146, 96 expressed in myoblasts) obtained from the gene list pre-ranked according to the log 2 FC in myoblast KD vs. NS RNA-seq experiment. The leading edge analysis identified 45 genes as significantly downregulated and correlated to Ash1L binding. **b** Bipartite graph showing significantly enriched categories (KEGG, Biocarta, WikiPathways, Reactome, GO BP/MF/CC) (FDR <0.05, *Z*-score <−1.75, and *n* ≥ 3) and their associated genes within the 45 direct targets identified with the GSEA analysis in **a**. The size of the gene nodes is proportional to the log 2 FC of downregulation, while the size of the category nodes is proportional to the significance of enrichment (−log 10 Adj. *p* value)

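Each of the 146 genes that Supplementary Data 2 assigns to Ash1L peaks had a peak in the merged list. By replicate, 120 of them had a peak in replicate 1, 42 in replicate 2 and 122 in replicate 3. At least 2 replicate lists held a peak for 96 genes, and all 3 lists held one for 42 genes. The peak of a gene seen in most lists was in a single list for 53 genes. Leaving out replicate 1 or replicate 3 moved the number of genes with a peak in at least 2 lists most, to 42. With only peaks of a −log10 q of at least 5, 134 genes had a peak. Supplementary Data 2 gives 83 genes 1 merged peak and 60 merged peaks no gene. The gene with most peaks was 2010111I01Rik (ENSMUSG00000021458) on chromosome 13, with 11 peaks that covered 11393 bp, followed by Hoxc5 (ENSMUSG00000022485) on chromosome 15, with 8 peaks that covered 17524 bp. Next came 2700069I18Rik (ENSMUSG00000086224) on chromosome 3 and Pax7 (ENSMUSG00000028736), with 6 peaks each. Among the merged peaks in all 3 lists that have a gene, the highest −log10 q was at Hoxa9 and Hoxa10, at 52222802–52235406 on chromosome 6 (GRCm38), with 68.3, 49.2 and 100.9 in replicates 1, 2 and 3. The next was at Bahcc1, at 120233007–120239262 on chromosome 11, with 72.1, 66.3 and 100.0. A peak at Hoxc10 and Hoxc11, at 102953424–102966400 on chromosome 15, had 49.5, 31.7 and 78.6. A TSS lay inside each of these peaks.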

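The paper's 45 direct targets all had a merged peak. At least 2 replicate lists held a peak for 30 of them (66.7%, 95% Wilson confidence interval 52.1–78.6%), against 66 of the other genes of Supplementary Data 2 (65.3%, 55.7–73.9%). The difference was not larger than chance gives (odds ratio 1.06, two-sided Fisher's exact test, p = 1). A peak in all 3 lists was held by 14 direct targets (31.1%) and by 28 other genes (27.7%; odds ratio 1.18, p = 0.695, from the same exact test). With only peaks of a −log10 q of at least 5, the direction was the opposite, with 27 of 42 direct targets against 62 of 92 other genes (odds ratio 0.871, p = 0.844, from the same exact test). With only protein-coding genes among the other genes, 30 of 45 direct targets stood against 28 of 52 (odds ratio 1.71, p = 0.219, from the same exact test). The exact tests take genes as independent, but some peaks count for several genes and in both groups, as at Hoxc11, a direct target, and Hoxc10. Genes not expressed in myoblasts, which could not become direct targets, were kept among the other genes. The median over genes of the highest −log10 q was 12.7 in the direct targets and 12.7 in all 146 genes. The peak of the direct target Eya1, at 14305108–14310363 on chromosome 1, had a −log10 q of 45.8, 20.9 and 67.5 in replicates 1, 2 and 3.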

In agreement with Ash1L-mediated activation, all the direct Ash1L targets tested were found significantly downregulated by *Ash1L* depletion in mouse and human muscle cells (Supplementary Figure 4a). Moreover, ChIP followed by real-time quantitative PCR (ChIP-qPCR) showed that *Ash1L* KD causes a specific reduction in Ash1L enrichment in the genomic regions of all these genes (Supplementary Figure 4b), strongly supporting the validity of our ChIP-seq results.

Collectively, our analyses promote Ash1L as a positive regulator of genes important for muscle formation.

### Ash1L promotes myoblast fusion through Cdon regulation

To provide a possible molecular mechanism for the specific myoblast fusion defect observed upon *Ash1L* depletion, we inspected the list of direct Ash1L target genes. Among them, the only one with a known role in myoblast fusion was *Cdon*. The *Cdon* gene encodes for a cell-surface receptor mediating cell–cell interactions between muscle precursor cells and positively regulating myoblast fusion^68^. Similar to mice lacking Ash1L, at E18.5 *Cdon*-knockout (KO) mice show smaller muscles compared to controls^68^. Moreover, like *Ash1L* GT myoblasts, *Cdon*-null primary myoblasts fail to fuse into myotubes^68^. We found that in vivo during muscle development or in response to muscle damage (Fig. 7a, b), and in vitro during muscle differentiation^69^ (Fig. 7c), Cdon displays an expression pattern almost identical to that of Ash1L. Intriguingly, Cdon expression was significantly reduced in muscle tissue from *Ash1L* GT mice compared to wild-type mice, and in murine C2C12 or human primary muscle cells KD for *Ash1L* compared to controls (Fig. 7d, e). Our ChIP-seq results indicate a peak of Ash1L enrichment at the *Cdon* TSS (Fig. 7f). 

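Cdon (ENSMUSG00000038119) lies on the plus strand of chromosome 9 of GRCm38, at 35421128–35507652. The merged list held 1 peak for it, at 35424741–35425372 (632 bp). It came from a peak of replicate 1 at 35424849–35425234 (386 bp), with a −log10 q of 5.04, and from a peak of replicate 3 over the whole stretch, with a −log10 q of 3.64. Each had 1 summit, and the list of replicate 2 held no peak in this stretch. With only peaks of a −log10 q of at least 5, the peak stayed in replicate 1 alone. The annotation gives the gene 6 transcripts, each with a TSS of its own. The peak lay in intron 1 of the longest transcript, between the exon that ends at 35421815 and the exon that starts at 35452045, and held 0 exon bases. It began 3613 bp downstream of the first TSS at 35421128 and 1153 bp downstream of the nearest, at 35423588. Its sequence had a GC content of 41.8% and a CpG ratio (observed over expected) of 0.270, and none of its 50-mers had another copy in the genome. By the highest −log10 q of their peaks, Cdon was number 42 of the 45 direct targets and number 133 of the 146 genes.

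**Figure D2:**
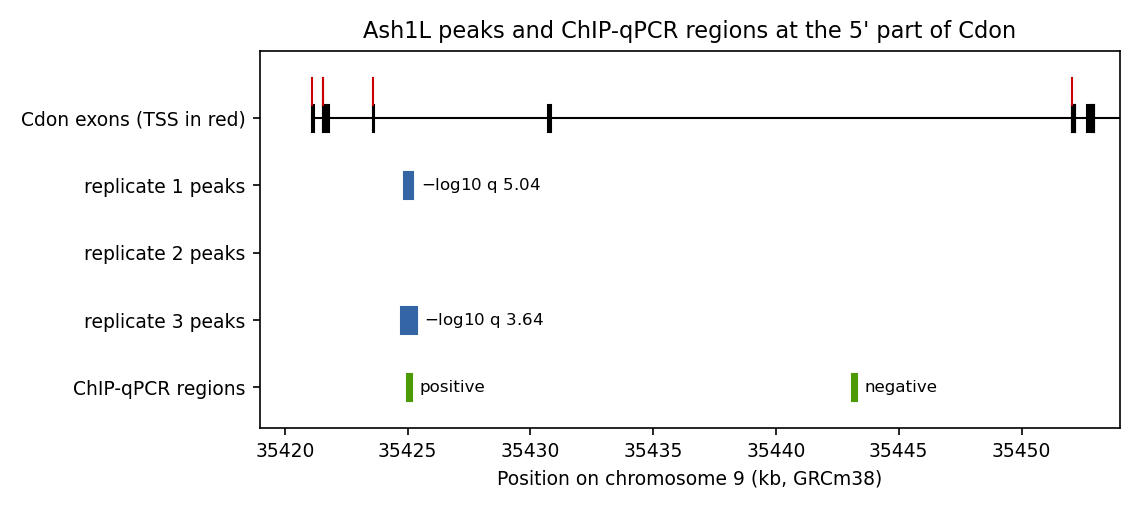
Position of the Ash1L peaks in each replicate list at the 5′ part of Cdon, in kb of chromosome 9 (GRCm38), with the annotated exons as black boxes and the TSSs as red lines. The peak of replicate 1 is 1261 bp from the nearest TSS, with a −log10 q of 5.04, that of replicate 3 is 1153 bp from it, with 3.64, and replicate 2 has none. Green boxes are the positive and negative regions amplified in ChIP-qPCR, placed by matching their primers to the genome.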

By ChIP-qPCR, we found a specific Ash1L enrichment near the *Cdon* TSS, which was significantly reduced compared to controls upon *Ash1L* KD (Fig. 7f). These results indicate that *Cdon* is a direct and specific Ash1L target.

**Fig. 7:**
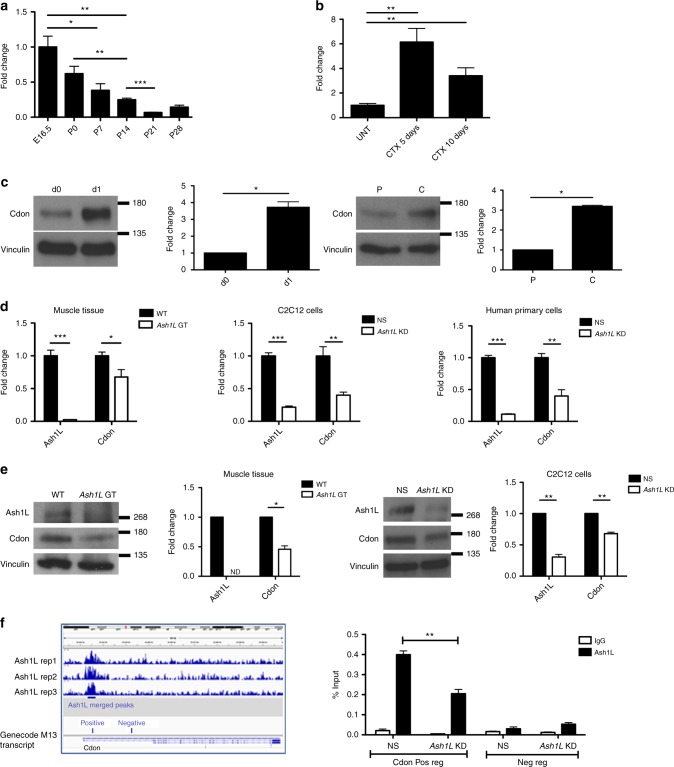
The fusion gene *Cdon* is a direct target of Ash1L. *Cdon* expression positively correlates with *Ash1L* during muscle development (**a**) and regeneration (**b**). RT-qPCR analysis on muscle tissue from hindlimbs of mice from the embryonic stage E16.5 to adulthood and in tibialis anterior of wild-type adult mice, untreated (UNT), or 5 and 10 days after cardiotoxin (CTX) injection. Unpaired two-tailed *t* test. Confidence intervals 95%. *n* = 6 (**a**), *n* = 4 (**b**). **c** Cdon protein level during in vitro muscle differentiation and in proliferating myoblasts vs. confluent cells. Immunoblot of C2C12 cells at days 0 and 1, and densitometric analysis of Cdon signal relative to vinculin as housekeeping protein (left panel). Comparison between proliferating myoblasts (P) and confluent cells (C) (right panel). Paired two-tailed *t* test. Confidence intervals 95%. Data are the mean for three independent experiments. **d** RT-qPCR analysis comparing *Cdon* expression in the presence and absence of *Ash1L* in three different models: muscle tissue from hindlimbs of wild-type (WT) and *Ash1L* GT embryos at E18.5, C2C12 cells transfected with non-targeting (NS) or *Ash1L* siRNAs (*Ash1L* KD), and human primary cells transfected with non-targeting or *Ash1L* siRNAs, and collected at day 1 of differentiation. Unpaired two-tailed *t* test. Confidence intervals 95%. *n* = 6 (muscle tissue), four independent experiments (C2C12 cells), and three independent healthy subjects (human samples). **e** Western blotting analysis showing Cdon downregulation in muscle tissue from hindlimbs of *Ash1L* GT embryos at E18.5 compared to wild type (WT), and in C2C12 cells transfected with *Ash1L* siRNAs (*Ash1L* KD) compared to control (NS). Densitometric analysis of both Ash1L and Cdon signals relative to vinculin as housekeeping protein are reported on the right. Paired one-tailed *t* test. Confidence intervals 95%. *n* = 3 (muscle tissue), three independent experiments (C2C12 cells). **f** Ash1L specifically binds to *Cdon* genomic region. Genome browser representation of Ash1L ChIP-seq peaks (from three replicates), at *Cdon* genomic region. Relative positions of both positive and negative regions are shown at the bottom (left). Chromatin immunoprecipitation on C2C12 cells transfected with non-targeting (NS) or *Ash1L* siRNAs (*Ash1L* KD), and fixed at day 1 of differentiation, using Ash1L antibody and IgG as a negative control. qPCR analysis on positive and negative regions according to ChIP-sequencing results (right). Unpaired two-tailed *t* test. Confidence interval 95%. *n* = 3. Source data are provided as a Source Data file. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001

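The primers of both regions (Supplementary Table 1) were matched to GRCm38. Both primers of the positive region matched exactly and span 35424972–35425183 on chromosome 9, 212 bp that lie inside the merged peak of Cdon and in the peaks of replicates 1 and 3. The reference sequence of this region on the plus strand is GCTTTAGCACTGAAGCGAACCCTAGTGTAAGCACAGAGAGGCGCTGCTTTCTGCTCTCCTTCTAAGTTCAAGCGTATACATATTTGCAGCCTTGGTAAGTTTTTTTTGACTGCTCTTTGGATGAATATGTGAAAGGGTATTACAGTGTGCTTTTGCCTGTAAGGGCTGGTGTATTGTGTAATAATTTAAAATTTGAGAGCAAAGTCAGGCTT. The negative region spans 35443098–35443298 (201 bp), in the same intron of the longest transcript. Of its primers, 1 matched only with 1 base changed. The region overlapped no peak of any list, and the nearest merged peak was 17725 bp away.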

To evaluate the biological relevance of *Cdon* activation by Ash1L, we expressed *Cdon* in *Ash1L*-KD muscle cells. After 3 days of differentiation, we performed immunofluorescence staining for Mhc and we evaluated both the fusion index and the number of nuclei per myofiber. While the fusiogenic capability of *Ash1L*-KD cells was significantly reduced compared to controls, cells depleted of *Ash1L* and concomitantly expressing *Cdon* were not significantly different from controls (Fig. 8). This evidence strongly supports that *Cdon* expression is sufficient to rescue the myoblast fusion defect caused by *Ash1L* ablation. Altogether, our findings indicate that *Cdon* is a key target gene activated by Ash1L to promote myoblast fusion.

**Fig. 8:**
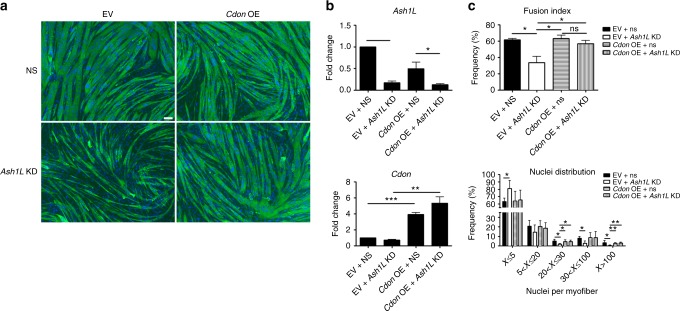
*Cdon* expression rescues fusion defects caused by *Ash1L* knockdown. **a** Immunofluorescence for myosin heavy chain and nuclear staining in C2C12 cells treated with two consecutive rounds of transient transfections: non-targeting (NS) or *Ash1L* siRNAs (*Ash1L* KD), and empty vector (EV) or *Cdon-*expressing vector (*Cdon* OE), before inducing differentiation for 3 days (left). Scale bar, 100 µm. **b** RT-qPCR analysis of *Ash1L* and *Cdon* expression in C2C12 cells transfected with: empty vector plus non-targeting siRNAs (EV + NS), empty vector plus *Ash1L* siRNAs (EV + *Ash1L* KD), *Cdon-*expressing vector plus non-targeting siRNAs (*Cdon* OE + NS), and *Cdon-*expressing vector +*Ash1L* siRNAs (*Cdon* OE + *Ash1L* KD). **c** Fusion index and nuclei distribution for each condition were calculated as described for Fig. 3. Unpaired two-tailed *t* test. Confidence intervals 95%. *n* = 3. Source data are provided as a Source Data file. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. NS not significant

## Discussion

Using a combination of cell biology, transcriptomics, genomics, and genetic analyses we show that Ash1L is evolutionarily required for myoblast fusion, while it is dispensable for myoblast proliferation, migration, and differentiation. In particular, our results suggest that muscle cells lacking Ash1L can differentiate and fuse to form the initial multinucleated myotube, but are defective in the further fusion of myoblasts with myotubes or myotubes with myotubes.

Myoblast fusion is a complex process required for muscle development, postnatal muscle growth, and adult muscle regeneration. Elegant studies in *Drosophila* and vertebrates have identified many secreted, membrane, signaling, or cytoskeletal proteins belonging to the myoblast fusion machinery^8,10^. On the contrary, only few transcription factors involved in myoblast fusion are known^28–31^. Notably, no epigenetic regulator of myoblast fusion has ever been described.

Ash1L (Kmt2h) is a histone methyltransferase belonging to the Trithorax group. It positively regulates gene transcription by attaching two methyl groups to H3K36 and counteracting PcG-mediated gene silencing^32^. We found that the expression of *Ash1L* is positively correlated to myoblast fusion in vivo and in vitro. Intriguingly, *Ash1L* ablation causes a selective myoblast fusion defect in murine and human muscle cells. Accordingly, *Ash1L* GT mice display smaller muscles and fewer nuclei per myofibers likely due to a reduced myoblast fusion.

In agreement with its role in transcriptional activation, we found that Ash1L is enriched in active regions of the muscle cells genome, near the TSS of genes presenting also high levels of H3K36me2, and we observed mostly gene downregulation following *Ash1L* depletion. Genomic regions associated to Ash1L are also enriched for regulatory sequences that have been defined by the presence of the Polycomb-dependent histone mark H3K27me3^63^. Intriguingly, we found that the genes downregulated upon *Ash1L*-KD are enriched for known Polycomb targets. By combining RNA-seq and ChIP-seq, we identified 45 direct Ash1L targets. They are enriched for genes induced upon muscle differentiation and with an important role in myogenesis. Given the known role of Ash1L in counteracting Polycomb-repressive activity^32^, it is tempting to speculate that the increase in *Ash1L* expression at the early phase of muscle differentiation could allow for the expression of specific Polycomb targets required for muscle differentiation.

Cell–cell contact is required for myoblast fusion and strongly stimulates myogenesis through the activation of promyogenic signal transduction pathways^21^. A key factor in cell contact-dependent signaling during myoblast fusion is Cdon, a multifunctional cell-surface protein serving as coreceptor for N-cadherin, neogenin, Hedgehog, and Wnt pathways^21^. *Cdon* is a Polycomb target (Supplementary Data 5), is upregulated during muscle differentiation^70^ and is the only direct Ash1L target gene with a known role in myoblast fusion^68^. We found that *Cdon* parallels *Ash1L* expression during muscle development and regeneration. Moreover, *Cdon* is significantly downregulated in muscles of *Ash1L* GT mice and upon *Ash1L* depletion in mouse and human muscle cells. *Cdon*-KO mice display smaller muscle fibers^68^, as we observed in *Ash1L* GT mice. Furthermore, primary myoblasts isolated from both *Cdon*^68^ and *Ash1L* GT mice display a myoblast fusion defect. Importantly, we found that *Cdon* expression is sufficient to rescue the myoblast fusion defect of *Ash1L*-KD cells indicating that (at least in vitro) *Cdon* is a key target through which Ash1L regulates myoblast fusion. Future work is required to understand the relevance of the other direct Ash1L targets that we identified in muscle.

In vitro, myotube formation is generally obtained by growing myoblasts until near confluence in mitogen-rich medium, followed by a switch to mitogen-poor medium. Although the reduction of growth factors is an important differentiation signal, cell confluency itself is strongly promyogenic^21^. Intriguingly, we found that cell confluence is sufficient to strongly activate Ash1L expression even in the presence of a mitogen-rich medium. In the future, it would be interesting to determine which signaling pathway activated by high myoblast cell density is involved in Ash1L activation.

Ash1L is not a sequence-specific DNA-binding protein. Hence, the association of Ash1L to specific genomic regions is likely mediated by gene-specific recruiters. We previously reported that the long non-coding RNA (lncRNA) *DBE-T* directly binds to Ash1L and recruits it to the FSHD muscular dystrophy locus for the activation of key disease genes^41^. By analogy, it would thus be interesting to find out whether additional lncRNAs are involved in Ash1L recruitment to its target genes identified in the present study.

The regulation of myoblast fusion is relevant for understanding the pathogenesis^15,17,53^ and treatment of several muscle disorders. One of the muscular diseases in which myoblast fusion defects have been described is DMD^16,56,57^. Exon skipping with morpholino antisense oligonucleotides (PMO-AO) is a promising therapeutic strategy for DMD^71^. However, sporadic and variable rescue of dystrophin expression has been reported so far. It was recently shown that the fusion of PMO-loaded myoblasts to the repairing myofiber is a crucial aspect for PMO delivery into muscles of mdx mice^18^. Interestingly, we found a significant reduction of *Ash1L* expression in muscle tissue from both DMD patients and mdx mice. In line with a role of Ash1L in activating myoblast fusion and of its downregulation in DMD, it would be intriguing to test whether Ash1L co-delivery could increase the efficacy of PMO for the treatment of DMD.

In conclusion, we defined a key regulatory mechanism of myoblast fusion, a process required for muscle formation and repair. A better understanding of Ash1L-mediated regulation of myogenesis could contribute to clarify pathogenic mechanisms as well as to improve therapeutic approaches for muscle diseases.

## Methods

### Mouse handling

All animal procedures were approved by the Institutional Animal Care and Use Committee of IRCCS San Raffaele Scientific Institute and were communicated to the Italian Ministry of Health and local authorities according to Italian law.

Wild-type C57BL/6J mice were purchased from Charles River (Calco, Italy) and sacrificed at E16.5, P7, P14, P21, and P28. Muscles from the entire hindlimb of these mice were dissected for RNA extraction and gene expression analysis. To induce muscle injury, 30 µl of CTX (0.1 mM) (Sigma) were injected into tibialis anterior muscles of 2-month-old wild-type males, using a 29 G syringe. Mice were sacrificed 5 or 10 days after injury.

*Ash1L* GeneTrap heterozygous mice were generated by using SIGTR ES cell line AL0395, carrying an insertion of pGT0lxr vector in *Ash1L* gene. We aggregated the ES cell line with 8-cell-stage embryos of the of C57BL/6J background, then the embryos were transplanted into oviducts of recipients of the ICR background to generate chimera mice. We performed more than 20 backcrosses in the C57BL/6J background. Homozygous mutant C57BL/6J embryos were generated by brother–sister heterozygous mating and analyzed at 18.5 days post coitum. *Ash1L*+/+ from the same litter were used as control. Animals of both sexes were used for the study.

### Histology and immunofluorescence

Hindlimbs of 18.5 embryos were dissected, frozen in isopentane, and cryosectioned at 8 μm thick.

Slices were fixed in 4% paraformaldehyde (PFA, Electron Microscopy Science) for 10 min, washed with phosphate-buffered saline (PBS), and stained with Harris hematoxylin for 5 min. After extensive washes with tap water, slices were stained with Gomori-trichrome solution (Cromotrope 2R 0.6%, Fast Green FCF 0.3%, phosphotungstic acid 0.6%, acetic acid (glacial) 1% (all from Sigma), pH 3.4) for 10 min, washed in tap water, and dehydrated with ethanol scale and xylene, and then mounted in xylene-based mounting medium.

Transverse sections were used to evaluate the CSA of myofibers. The analysis was performed using ImageJ software (http://imagej.net/Downloads)^72^.

For myofibers nuclei counting, longitudinal sections were fixed in 4% PFA (Electron Microscopy Science), and then incubated with rabbit anti-laminin (Sigma, 1:300). Alexa Fluor 488 goat anti-rabbit was used as secondary antibody. Nuclei were stained by Hoechst 3342. Myonuclei in a single myofiber were counted and normalized to the length of the myofibers^72^.

For Ash1L immunostaining on muscle sections, CTX-injured and control muscles of adult wild-type mice were cryosectioned at 8 μm thick. Transversal sections were fixed in 4% PFA (Electron Microscopy Science). Sections were permeabilized with Triton X-100 0.2% in PBS and antigen retrieval was performed using TE buffer, pH 9. Sections were then blocked and incubated with anti-Ash1L (Bethyl Laboratories; dilution 1:200). Alexa Fluor 488 goat anti-rabbit was used as secondary antibody. Nuclei were stained by Hoechst 3342.

For Ash1L immunostaining on C2C12, cells were incubated with CSK buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 10 mM PIPES (pH 6.8)) 10 min on ice, washed with cold PBS, fixed in 4% PFA, and immunostained with Ash1L antibody (Bethyl Laboratories; dilution 1:200) followed by Alexa Fluor 488 goat anti-rabbit (Molecular Probes; dilution 1:500) and Hoechst (1 mg/ml; Sigma; dilution 1:2000).

Pictures were visualized and acquired using Imager.M2 or Observer.Z1 (Zeiss) microscopes. ImageJ software was used for the analysis. Adobe Photoshop C5 was used to compose the final pictures.

Antibodies are listed in Supplementary Table 1.

### Satellite cell-derived primary muscle cell cultures

Cell preparations were collected from the entire hindlimb and forelimb of E18.5 embryos. The skin was removed, and the limbs were minced and digested at 37 °C with 1.15 mg/ml of collagenase type IV (Sigma) and 0.4 mg/ml dispase (Life Technologies) for 20 min. Tissue was filtered through 70 and 40 μm cell strainer and blood cells were lysated by ammonium chloride (Stem Cell Technologies). Cells were collected by centrifugation and resuspended in nutrient mixture F-10 Ham (Sigma) supplemented with 20% fetal bovine serum (FBS) (Hyclone), 1% penicillin–streptomycin, 1% glutamine (Gibco), 0.1% gentamicin (Sigma), and 5 ng/ml basic fibroblast growth factor (Preprotech). Then, cells were plated on collagen-coated dishes, after 30 min pre-plating in uncoated dishes (three incubations). Primary myoblasts were grown for 2 days and then differentiated in Dulbecco’s modified Eagle's medium (DMEM; EuroClone) supplemented with 5% donor horse serum (EuroClone) for 48 h. Cells were collected and RNA extraction was performed using ReliaPrep RNA cell miniprep system (Promega).

### Mammalian cell culture

All procedures involving human samples were approved by IRCCS San Raffaele Scientific Institute Ethical Committee. Human primary myoblasts from healthy donors were obtained from the University of Massachusetts Medical School Senator Paul D. Wellstone Muscular Dystrophy Cooperative Research Center for FSHD (http://www.umassmed.edu/wellstone/) in Worcester (MA, USA). Human primary myoblasts were grown in in 0.1% gelatin-coated dishes, in Ham’s F-10 (Sigma-Aldrich) supplemented with 20% FBS, 0.5% chicken embryo extract, 1.2 mM CaCl_2_ (Sigma-Aldrich), and 1% penicillin/streptomycin (100 U/ml final concentration; EuroClone). When 90% confluent, cells were switched to differentiation medium (4:1 DMEM:Medium 199 supplemented with 2% HS (donor horse serum; EuroClone), and 1% penicillin/streptomycin) for 4 days.

Murine C2C12 cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. For differentiation experiments, C2C12 cells were plated at 80% confluence in collagen-coated dishes and were differentiated for 3 days in DMEM containing 2% HS (EuroClone).

Human and murine muscle cells were routinely cultured in low oxygen (5%) conditions. For fusion index quantification, cells were fixed in 4% PFA and immunostained for Mhc with mouse MF20 antibody (Developmental Studies Hybridoma Bank; dilution 1:2) followed by Alexa Fluor 488 goat anti-mouse (Molecular Probes; dilution 1:500) and Hoechst (1 mg/ml; Sigma; dilution 1:2000). Samples were visualized using Observer.Z1 (N-Achroplan ×10/0.25 NA Ph 1) microscope (Zeiss). Fusion index analysis was performed with ImageJ by counting the number of nuclei belonging or not to myotubes (myosin-positive syncytia containing at least three nuclei). Nuclei number distribution was evaluated by counting the number of nuclei belonging Mhc-positive cells. At least three independent differentiation experiments were performed. For each experiment at least six fields were analyzed, counting at least 1000 nuclei for each cell type.

### Transient transfection

For KD experiments, 90,000 cells were plated in each well of a 6-well plate. The day after, cells were transfected with small interfering RNAs (siRNAs) against *Ash1L* or non-targeting control siRNAs [SMARTpool: ON-TARGETplus ASH1L siRNA L-020460 (human), L-041891 (mouse) or Non-Targeting Pool D-001810; Dharmacon], using Lipofectamine 3000 reagent (Thermo Fisher Scientific) following the manufacturer’s instructions. The day after, cells were placed in the differentiation medium. The day after, a second transfection with *Ash1L* or non-targeting control siRNAs was performed. Cells were fixed for immunofluorescence assay at day 3 of differentiation.

For rescue experiments, 50,000 cells were plated in each well of a 6-well plate. The day after, cells were transfected with *Ash1L* or non-targeting control siRNAs as above. The day after, proliferating cells were transfected with the pBABE-*Cdon* plasmid provided by Dr. Patrick Mehlen (University of Lyon, France) or pBABE-empty vector control using Lipofectamine LTX (Thermo Fisher Scientific). After overday incubation, the transfection medium was replaced with differentiation medium. Cells were fixed for immunofluorescence at day 3 of differentiation.

### Proliferation and migration assays

For the proliferation assay, C2C12 cells were plated at the density of 2500 cells/cm^2^. The day after, the transient transfection with siRNAs was performed as described above. Cells were counted every 9 or 15 h until 100% of confluence was reached. Doubling times were evaluated as follow: DT = (duration)Log(2))/((Log(final concentration) − Log(initial concentration)).

For the migration assay, C2C12 cells were transfected with siRNAs as described above. At the density of 60%, images were recorded every 5 min for 4 h, using Zeiss Axiovert S100 with Hamamatsu OrcaII-ER. Three fields with ×10 magnification were analyzed for each condition, and 11 mononucleated cells were tracked for each field. The mean of the total distance covered by each cell of the field were evaluated and converted from pixel to μm. The results are expressed as mean of three independent experiments, for a total of 99 cells per condition.

### RNA extraction and RT-qPCR analysis

Total RNA from muscle cells and tissues was extracted and treated with DNase 1, using RNA spin columns (PureLink RNA Mini Kit, Ambion) and Trizol reagent (Thermo Fisher Scientific), respectively. Complementary DNA (cDNA) was synthesized using Invitrogen’s SuperScript III First-Strand Synthesis SuperMix. qPCRs were performed with SYBR GreenER qPCR SuperMix Universal (Invitrogen) using CFX96 Real-Time PCR Detection System (Bio-Rad). Relative quantification was calculated with CFX Manager Software V.1.6. Glyceraldehyde 3-phosphate dehydrogenase was used as housekeeping gene for sample normalization. Primers were designed using Primer3 tool (http://primer3.ut.eu) and are listed in Supplementary Table 1.

### Western blot analysis

Protein extracts from C2C12 cells were obtained using Laemmli buffer 2×. Murine muscle tissue (hindlimbs from both wild-type and *Ash1L* GT embryos E18.5) was incubated in RIPA buffer (10 mM Tris-HCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxicolate, 0.1% sodium dodecyl sulfate (SDS), 140 mM NaCl, 1 mM phenylmethanesulfonyl fluoride), then it was disrupted and homogenized using TissuLyser (Qiagen) for 3 min at 50 Hz, incubated 30 min on ice, and centrifuged at maximum speed 10 min at 4 °C. The supernatant was supplemented with Laemmli buffer.

Cell extracts were separated on 6 or 10% SDS-polyacrylamide gel electrophoresis gels, and then transferred to nitrocellulose membranes. Membranes were incubated with the antibodies listed in Supplementary Table 1. For detection, filters were incubated for 5 min with horseradish peroxidase chemiluminescent substrate (SuperSignal West Pico Chemiluminescent Substrate; Thermo Fisher Scientific). Antibody anti-vinculin was used as a loading control. Uncropped immunoblot images from representative experiments are shown in Supplementary Figure 5.

### Chromatin immunoprecipitation

Chromatin from C2C12 cells (untreated or transiently transfected with siRNAs as previously described) was collected at day 1 of differentiation. Cross-linking was performed directly adding to the medium formaldehyde (Sigma-Aldrich) to the final concentration 1% and incubating cells with gentle swirl 10 min at room temperature (RT). After formaldehyde quenching with 125 mM glycine (Sigma-Aldrich) for 5 min, cells were washed with PBS and harvested by scraping and pelleted. Each cell pellet derived from one 15 cm dishes was lysed in 1 ml of LB1 solution (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100; all from Sigma-Aldrich) for 10 min on ice. The samples were centrifuged at 1350 × *g* for 5 min at 4 °C. The resulting pellet was washed in 1 ml of LB2 solution (10 mM Tris-HCl, pH 8; 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA; all from Sigma-Aldrich) with gentle swirl 10 min at RT. Next, samples were centrifuged at 1350 × *g* for 5 min at 4 °C and the resulting pellet was lysed in 1 ml of LB3 solution (10 mM Tris-HCl, pH 8; 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% *N*-laurylsarcosine; all from Sigma-Aldrich). LB1, LB2, and LB3 solutions were supplemented with protease inhibitor (Complete EDTA-free Protease Inhibitor Cocktail Tablets; Roche). Lysates were sonicated with Bioruptor (Diagenode). Briefly, 1 ml aliquots of LB3 lysates in 15 ml polystyrene tubes were sonicated for two rounds of 10 min each (high intensity, 30 s on–30 s off). Before the precipitation step, Triton X-100 (Sigma-Aldrich) was added to chromatin samples at a final concentration of 1%. For Ash1L and its control, 50 μg of chromatin were diluted in a final volume of 800 μl in LB3 buffer and incubated with 10 μg of antibody overnight at 4 °C in rotation. For both histones and histone modifications, 25 μg of chromatin plus 5 μg of antibody were used. The equivalent of 10% of single IP was collected as input fraction.

The day after, Dynabeads protein G (Thermo Fisher Scientific) were washed three times with 0.5% bovine serum albumin (BSA) (Jackson Immunoresearch) in PBS and 50 μl of washed beads were added to each sample and let for 3 h at 4 °C in rotation. Then, five washes with buffer 1 (2 mM EDTA, 20 mM Tris-HCl, pH 8, 1% Triton X-100, 150 mM NaCl, 0,1% SDS; all from Sigma-Aldrich) and four washes with buffer 2 (2 mM EDTA, 20 mM Tris-HCl, pH 8, 1% Triton X-100, 500 mM NaCl, 0.1% SDS; all from Sigma-Aldrich) were performed. Before the elution step, an additional wash with TE buffer (10 mM Tris-HCl, pH 8, 1 mM EDTA; all from Sigma-Aldrich) was performed. Next, samples were centrifuged for 2 min at 1000 × *g* at 4 °C. The supernatant was discarded and 250 μl of elution buffer (TE buffer with 2% SDS) were added to the beads–antibody–chromatin complex. Samples were incubated in a thermo mixer for 15 min at 65 °C while shaking, and then centrifuged for 1 min at RT at 16,360 × *g*. The supernatant was transferred to a new tube and samples, together with the input fractions to which 170 μl of elution buffer were added (final volume 250 μl), were cross-link reverted overnight at 65 °C. The day after, samples were incubated 1 h at 55 °C with 5 μl of Proteinase K (stock 20 mg/ml; Promega). For DNA purification, the QIAquick PCR Purification Kit was used (Qiagen), following the manufacturer’s recommendations. DNA was eluted in 50 μl of TE buffer and 1 μl was analyzed in quantitative real-time PCR with the Sybr GreenER qPCR Kit (Thermo Fisher Scientific). Primers and antibodies used for ChIP-qPCR analysis are listed in Supplementary Table 1.

### RNA-sequencing

Total RNA was extracted using RNA spin columns (PureLink RNA Mini Kit, Ambion). RNA quantification was carried out using Qubit Fluorimetric Quantification (Life Technologies) and 500 ng of RNA were used to prepare the library. Library generation was performed using QuantSeq 3′ mRNA-Seq Library Prep Kit. The procedure was initiated by oligo-dT priming, then the first-strand synthesis, and RNA removal was followed by random-primed synthesis of the complementary strand. The resulting double-stranded cDNA was purified with magnetic beads, in order to remove all reaction components. The adapter sequences were added by library PCR amplification, the proper cycle number was previously determined by qPCR. The library was purified from PCR components using purification beads. Finally, the quality of the samples was determined using Bioanalyzer (Agilent Technologies).

Libraries were finally sequenced using an Illumina HiSeq 2500 system based on standard protocols (100 bp single end).

Raw sequencing reads (FASTQ) were processed individually and mapped to the mouse genome reference version GRCm38 (mm10) from Gencode (M13). The mapping was performed using STAR (v2.5.3a) (https://github.com/alexdobin/STAR/) using soft clipping and all other parameters set to default values according to recommended data analysis workflow by Lexogen. Gene abundance was determined using featureCounts (http://bioconductor.org/packages/release/bioc/html/Rsubread.html) and normalized using calcNormFactors function from edgeR R/Bioconductor package (http://bioconductor.org/packages/release/bioc/html/edgeR.html) followed by differential gene expression analysis using LIMMA (http://bioconductor.org/packages/release/bioc/html/limma.html) on a design including myoblasts and myotubes for both NS and *Ash1L* KD (*n* = 3 each group). Genes were considered as expressed when showing more than 1 cpm (count per million) and differentially expressed when showing an FDR < 0.1.

### ChIP-sequencing

ChIP samples from C2C12 cells at day 1 of differentiation were obtained under conditions described above. DNA was further sonicated after elution, using the Ultra-Sonicator E220 (Covaris) at 10 V for 90 s, and the fragments sizes were evaluated by the Bioanalyzer (Agilent Technologies). ChIP-seq libraries were prepared using the Accel-NGS 2S Plus DNA Library Kit (Swift Biosciences), according to the protocol for DNA <10 ng. During Ligation I step, a unique indexed adapter (SI-ILM2S) was added to label each library. After the post-ligation II SPRI phase, a qPCR amplification was performed using KAPA Library Quantification Kit (Illumina Platforms), to determine the average size-adjusted concentration of the samples. An extra step of amplification was performed at 12 cycles for all the samples with the exception of input and total H3, to reach a proper concentration for sequencing.

Libraries were sequenced by Macrogen biotechnology company (www.macrogen.com/eng/) using Illumina HiSeq and analyzed with standard pipelines. Briefly, reads were checked for quality parameters with FastQC (ref) and trimmed for adapter content and base quality (≥30). They were aligned to the mouse genome (mm10) with BWA-MEM (https://arxiv.org/abs/1303.3997) and PCR duplicates were removed with Picard tools (https://broadinstitute.github.io/picard/). Properly paired and uniquely mapped reads were additionally cleaned by the removal of blacklisted regions (https://www.encodeproject.org/) and finally Ash1L binding narrowPeaks and broadPeaks were called for the three triplicate samples with MACS2 callpeak software (https://github.com/taoliu/MACS) (*q* value < 0.05, slocal 2000) using the Input sample as control. 

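The 3 lists of narrow peaks were merged here with bedtools, and gave 259 regions, each equal to 1 of the 259 regions of the deposited merged list and to 1 of the 259 peaks of Supplementary Data 2. Of all 503 peaks in the 3 lists, 367 (73.0%, 95% Wilson confidence interval 68.9–76.7%) overlapped a peak of another replicate by at least 1 bp, against an average of 0.870% over random placements on the same chromosome (one-sided permutation test, p = 0.0001, the smallest that the placements can give). All 35 peaks of replicate 2 (90.1–100%) overlapped a peak of replicate 1 and a peak of replicate 3. In replicate 1, 182 of 240 peaks (75.8%) overlapped a peak of replicate 3 and 63 (26.3%) a peak of replicate 2. In replicate 3, 149 of 228 peaks (65.4%) overlapped a peak of replicate 1 and 51 (22.4%) a peak of replicate 2. The overlap moved most without replicate 1, when 32.7% of the peaks overlapped one of the other list. Among the merged peaks, 136 were in a single list (57 in replicate 1 and 79 in replicate 3), 88 were in replicates 1 and 3, and 35 were in all 3 lists. Many merged peaks are neighbours. With peaks within 10 kb of each other joined, they made 119 loci, of which 66 held 1 peak and the largest held 13.

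**Figure D3:**
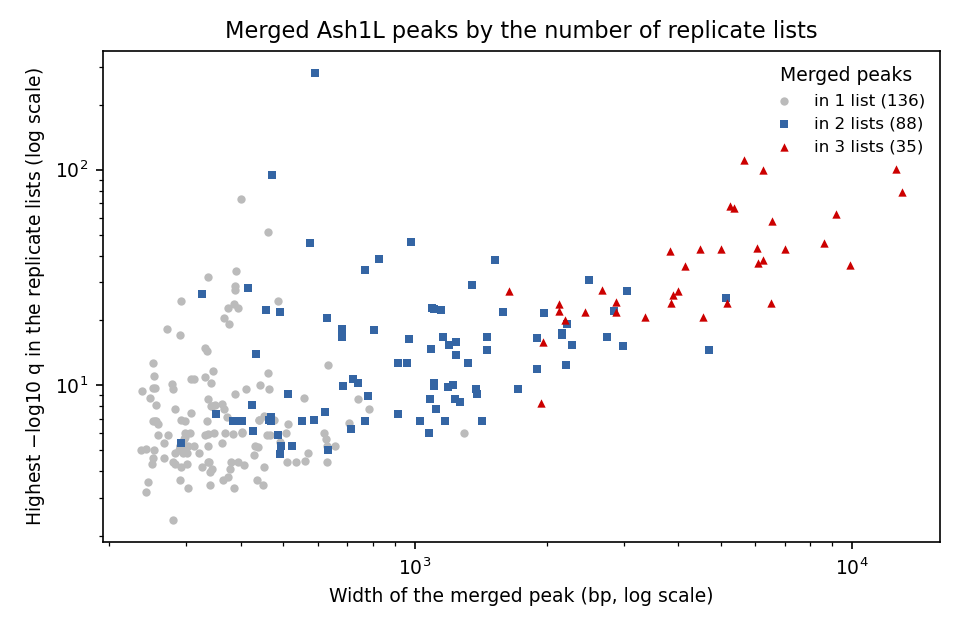
Width in bp of each merged peak against its highest −log10 q in any replicate list, both on log axes, with the number of replicate lists that hold it. The 35 peaks in all 3 lists are at least 1643 bp wide, and the widest peak that replicate 2 lacks is 5141 bp.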

Broad peaks called (*q* < 0.05) in either of the three replicates were merged using bedTools (https://bedtools.readthedocs.io/en/latest/) and annotated to genes by their distance to TSS using the ensemble annotation (version_oct2016) and R/Bioconductor package (ChIPpeakAnno) (http://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html).

### Enrichment of Ash1L peaks

Enrichment of Ash1L peaks detected in the ChIP experiment was made firstly against classically defined genomic regions (promoters, 5′-untranslated region (UTR), 3′-UTR, coding sequence, introns) (Fig. 5b). The different regions were downloaded from the UCSC Genome Table Browser (mm10) and the intersection was calculated using bedtools intersect (at least a 10% of intersection between the regions and the peaks). The relative enrichment was calculated by dividing the Ash1L peaks overlap relative fractions of the different regions by their equivalent genome-wide relative fractions.

For the chromHMM enrichment in Fig. 5c, a union of all chromatin segments for the available mouse tissues from ENCODE^63^ was used to find the overlap with Ash1L peaks because of the absence of mouse muscle tissue chromatin segmentation data. The overlap and relative enrichment were then calculated in the same way as for the classically defined regions in Fig. 5c.

The profile of Ash1L ChIP-seq coverage around the TSS was calculated by using scaled regions (to 3 kb) of the 45 direct targets of Ash1L as determined by ChIP-seq and RNA-seq using deeptools2 plotProfile tool (https://deeptools.readthedocs.io/en/develop/).

### H3K36me2 ChIP-seq analysis

Reads coming from H3K36me2 ChIP-seq were processed similarly to Ash1L ChIP-seq reads. The levels of H3K36me2 methylation were extracted from the alignments using BedTools (https://bedtools.readthedocs.io/en/latest/)]. They were then normalized to library size, genome size, and to the anti-H3 IP control sample levels and averaged between three replicates. The levels shown in Fig. 5d were calculated using the mouse annotation file from gencode (all genes) or after filtering it for genes expressed in myoblasts as determined by the RNA-seq experiment (expressed genes) or genes annotated with an Ash1L peak as detected by the Ash1L ChIP-seq experiment (ChIP-seq peaks). The gene body was considered from the 5′ end of the most upstream transcript to the 3′ end of the most downstream transcript of the gene as present in the current annotation. Violin plots were used using ggplots2 R package.

### Gene set enrichment analysis

GSEA (http://software.broadinstitute.org/gsea/index.jsp) used GSEAPreranked with default parameters using the log 2 fold changes calculated by LIMMA (http://bioconductor.org/packages/release/bioc/html/limma.html) on the Ash1L-KD effect (KD vs. NS) in myoblasts and the set of 146 genes identified as potential Ash1L targets by ChIP-seq.

### Functional enrichment

Enrichr web tool (http://amp.pharm.mssm.edu/Enrichr/) was used to test for functional enrichment with special focus on KEGG, Biocarta, Reactome, and Wikipathways databases (2016) for pathway enrichment and Gene Ontology Biological Processes, Molecular Function, and Cellular Components (2015) for ontologies. ChEA (ChIP-Seq Enrichment Experiment Database, 2016) was used to explore enrichment in DNA-binding factors. Categories were considered enriched when shown an FDR <0.05, a *Z*-score <−1.75 and 3 or more genes in overlap.

LIMMA analysis (http://bioconductor.org/packages/release/bioc/html/limma.html) through GEO2R was used to test for activation of Ash1L targets during muscle differentiation of C2C12 cells. The following conditions were compared: 90% confluency vs. 50% confluency and day 1 vs. 50% confluency in GSE11415; 24 vs. −24 h and 0 vs. −24 h in GSE17039; day −1 vs. day −2 and day 2 vs. day −2 in GSE989. All comparisons were done in triplicate. In each comparison the probe sets that were upregulated and downregulated with FDR <0.05 were identified. A gene was defined as upregulated if at least one of its probe sets was upregulated in one comparison and if the number of its probe sets upregulated across all conditions was greater than the number of downregulated ones. Then, a Fisher exact test was used to evaluate the enrichment of upregulated genes in Ash1L targets, with respect to genes that have an Ash1L ChIP peak, but do not show differential expression in our experiments.

### Statistical analysis

Unless stated otherwise, statistical comparisons were two-tailed tests and performed using GraphPad Prism5.0a (GraphPad Software). The type of statistical test and the number of independent experiments is provided for each dataset in the corresponding figure legend. The differences were considered statistically significant when *p* ≤ 0.05 and was reported as follows: ****p ≤ 0.0001, ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05.

## Electronic supplementary material

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Description of Additional Supplementary Files

Source Data Fig. 1

## Data Availability

The source data underlying Figs. 1a, 1b, 1c, 1d, 2a, 2b, 3a, 3b, 3c, 7a, 7b, 7c, 7d, 7e, 7f, 8b, 8c and Supplementary Figures 1, 2, 3a, 3b, 3c, 4a and 4b are provided as a Source Data file. RNA-seq of myoblasts and myotubes in control and Ash1L-knockdown muscle cells and ChIP-seq for Ash1L and H3K36me2 and controls have been deposited in the GEO database under accession code GSE110957. The muscle tissue differentiation datasets GSE11415, GSE17039, GSE989 were re-analyzed after downloading from GEO database. Other data and materials are available from the corresponding author upon reasonable request.

# Supplementary material for: The Trithorax protein Ash1L promotes myoblast fusion by activating Cdon expression
**Source:** Nat Commun. 2018 Nov 28;9:5026. doi: 10.1038/s41467-018-07313-8
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION**

## **The Trithorax protein Ash1L promotes myoblast fusion by activating Cdon expression**

Ilaria Castiglioni, Roberta Caccia, Jose Manuel Garcia-Manteiga, Giulia Ferri, Giuseppina Caretti, Ivan Molineris, Kenichi Nishioka and Davide Gabellini\*

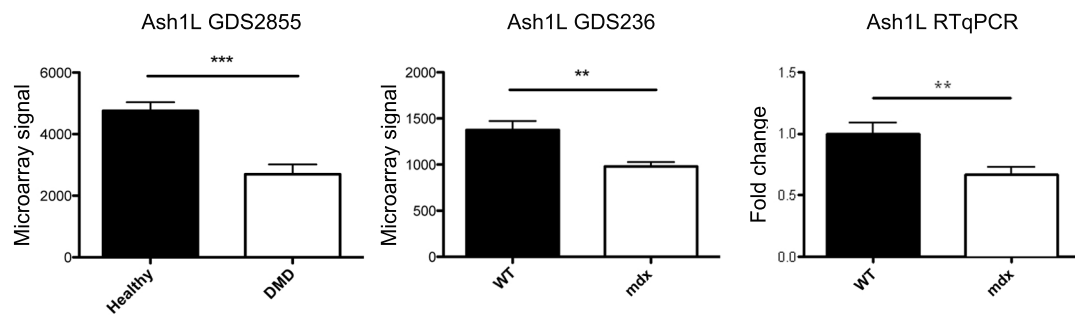

**Supplementary Figure 1.** Ash1L is significantly downregulated in Duchenne muscular dystrophy (DMD) Ash1L expression profiles in DMD patients and mdx mice compared to control, from GEO database (GDS2855 and GDS236). RT-qPCR analysis of Ash1L expression in vastus lateralis of 2.5 months old mice: wild type (WT) vs mdx. Unpaired two-tailed t test. Confidence intervals 95%. n=6. \*\*p≤0.01, \*\*\*p≤0.001. Source data are provided as a Source Data file.

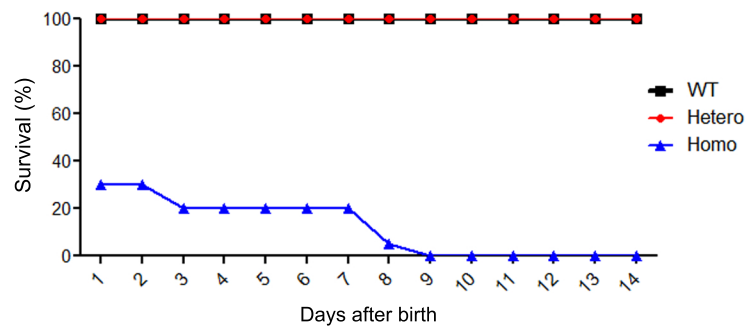

**Supplementary Figure 2.** Survival rate of WT, heterozygous and homozygous Ash1L GT mice. Percentage of live animals of the indicated genotypes was measured every day after birth for 14 days. The majority of homozygous Ash1L GT mice don't survive past P1 and the rest of them are dead by P8. Source data are provided as a Source Data file.

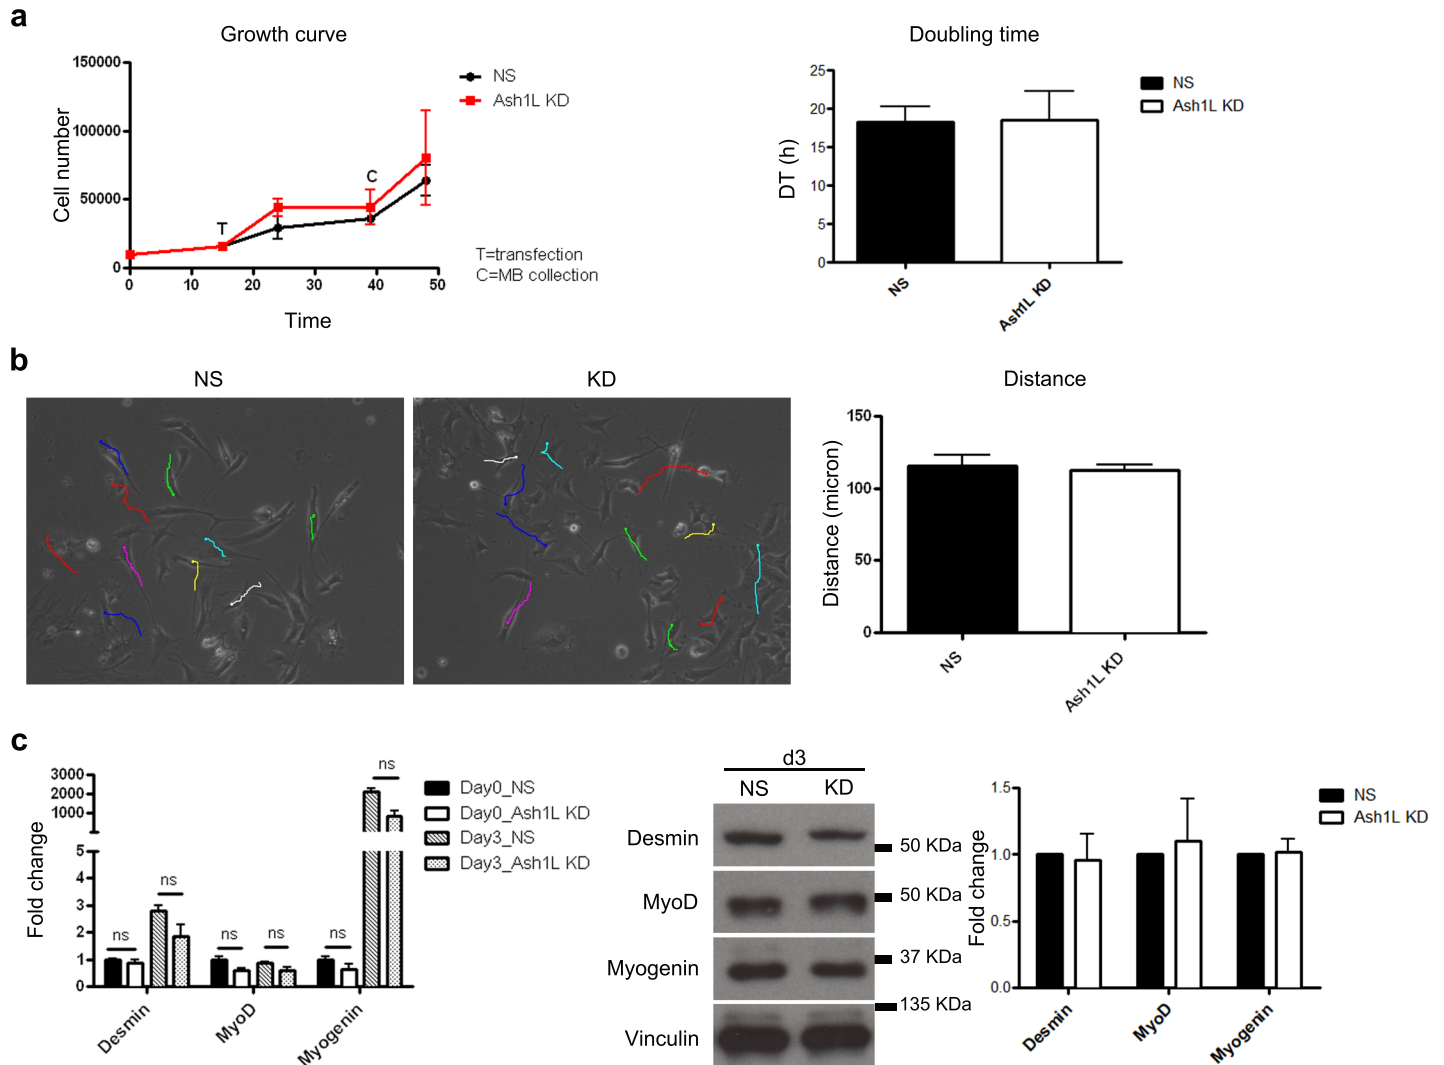

**Supplementary Figure 3. Proliferation, migration and myogenic pathways of muscle cells are not affected by Ash1L depletion**

**a.** Cell proliferation is not affected by Ash1L ablation. Growth curve and doubling times evaluation of C2C12 cells transfected with non-targeting (NS) or Ash1L siRNAs (Ash1L KD). Unpaired two-tailed t test. Confidence intervals 95%.  $n=3$ .

**b.** Migratory capability of C2C12 cells is not significantly altered by Ash1L ablation. Migration of muscle cells was quantified using time-lapse microscopy, as described in Material and Methods. The mean of three independent experiments was evaluated for a total of 99 cells tracked per conditions and expressed in distance ( $\mu\text{m}$ ) (right). Unpaired two-tailed t test. Confidence intervals 95%.  $n=3$ . On the left, a snapshot of two representative final time points, showing the migration tracks.

**c.** The myogenic markers Desmin, MyoD and Myogenin display no significant alteration upon Ash1L knockdown. RT-qPCR analysis on C2C12 cells transfected with non-targeting (NS) or Ash1L siRNAs (Ash1L KD), at day 0 and day3 of differentiation (left). Immunoblot, and densitometric analysis relative to Vinculin as housekeeping protein, at day 3 of differentiation (right). Paired two-tailed t test. Confidence intervals 95%.  $n=3$ .

Source data are provided as a Source Data file.

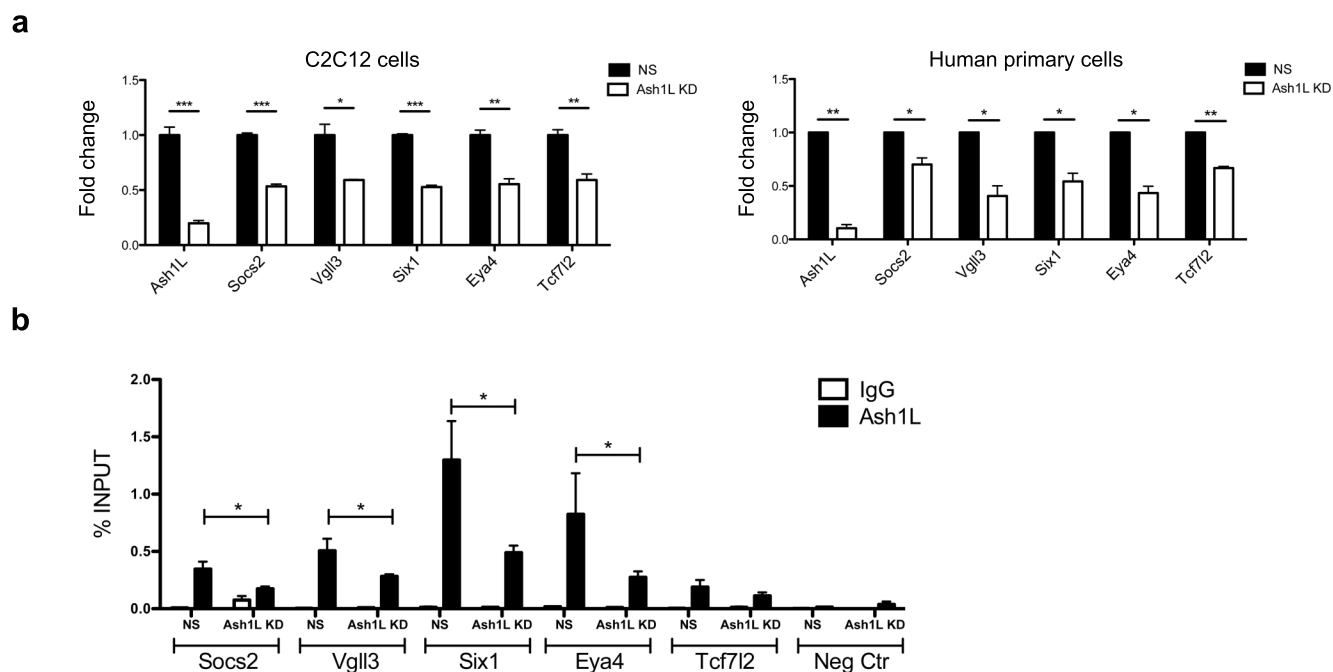

#### Supplementary Figure 4. Validation of the RNA-seq and ChIP-seq results

**a.** A representative list of direct Ash1L targets is significantly downregulated in Ash1L depleted muscle cells. RT-qPCR analysis on C2C12 (left) and human primary cells (right) transfected with non-targeting (NS) or Ash1L siRNAs (Ash1L KD) and collected at day 1 of differentiation. Unpaired two-tailed t test. Confidence intervals 95%. Results come from three independent experiments (C2C12 cells), and three healthy subjects (human samples).

**b.** ChIP-qPCR analysis on control (NS) vs Ash1L KD C2C12 cells. 

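The ChIP-qPCR primers of Supplementary Table 1 were matched to GRCm38 to place each amplified region beside the Ash1L peaks. Of the 16 primers, 11 matched exactly, and the other 5 were placed within 20 kb of their gene with at most 2 changed bases, a step chosen after exact matching left them without a place. The 6 positive regions, that of Cdon included, each overlapped a merged peak, and 5 lay wholly inside one. The 2 negative regions overlapped none. The Eya4 region, at 23348782–23348966 on chromosome 10, lay in peaks of replicate 1 (−log10 q of 8.72) and replicate 3 (16.6), as did the Vgll3 region, at 65815851–65816065 on chromosome 16 (8.91 and 5.67). The Socs2 region, at 95414346–95414585 on chromosome 10, lay in a peak of replicate 1 alone (5.92). The Tcf7l2 region, at 55743980–55744129 on chromosome 19, had 105 of its 150 bases in a peak of replicate 1 alone (8.72). The negative control region, at 23192105–23192330 on chromosome 10, lay within the annotated Eya4 gene, 154348 bp from the nearest merged peak.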

Ash1L enrichment on positive peak regions identified by ChIP-seq analysis and a negative control region. Ash1L enrichment on all Ash1L direct targets is decreased upon Ash1L ablation, indicating binding specificity. Paired one-tailed t test. Confidence intervals 95%. Results are from three independent experiments.

\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ .

Source data are provided as a Source Data file.

a

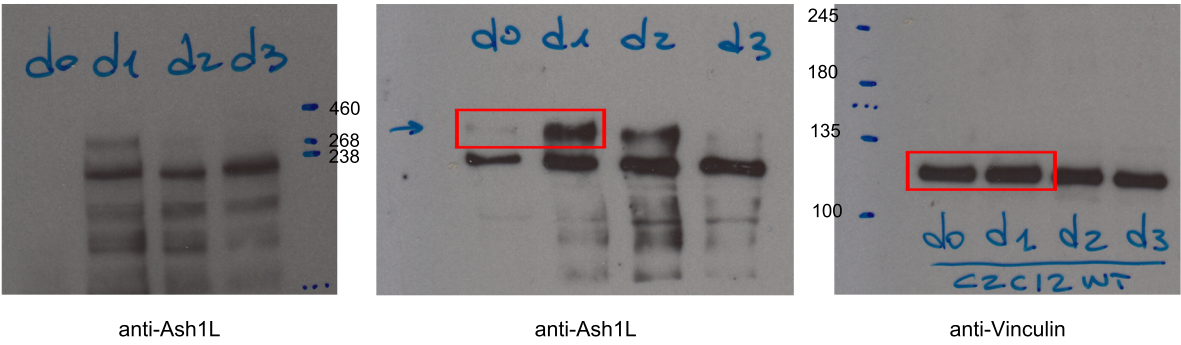

Data shown in Fig. 1c

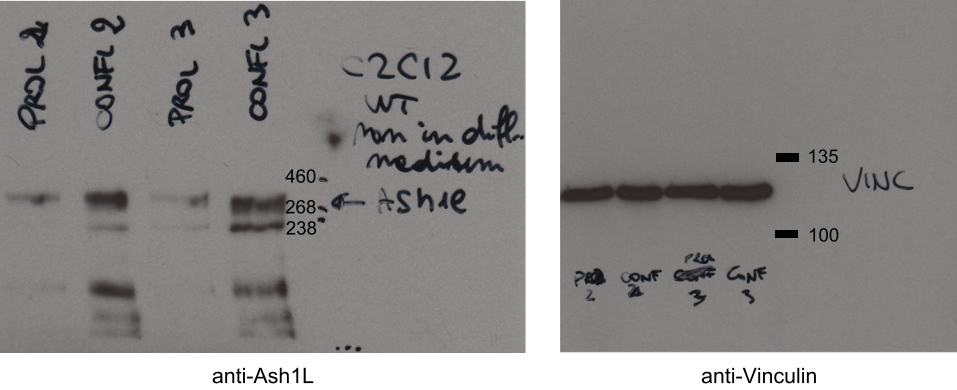

Data shown in Fig. 1d

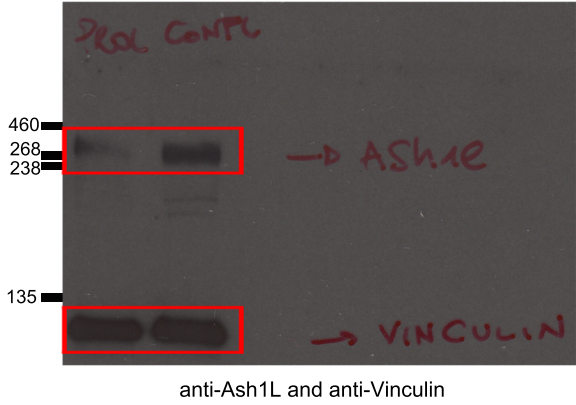

b

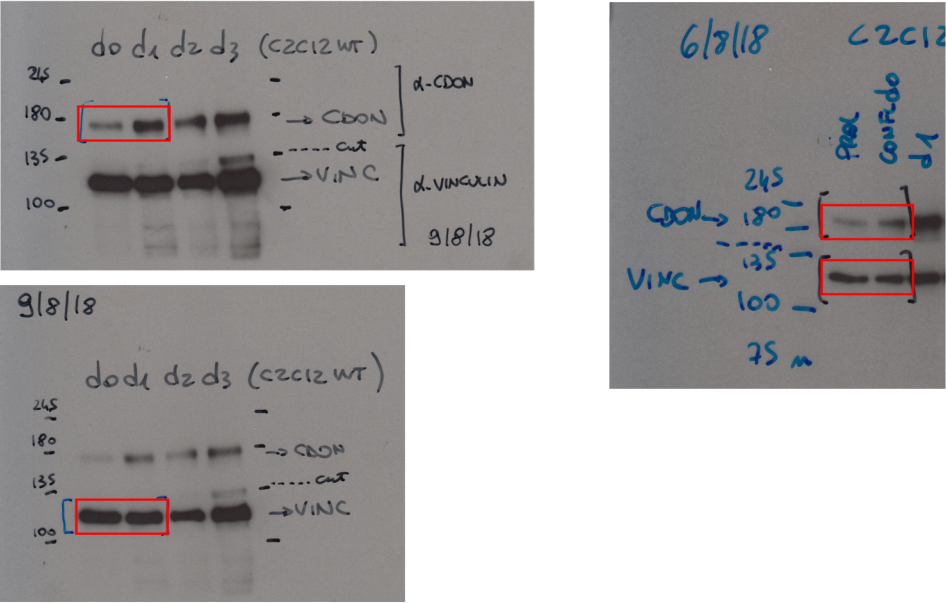

Data shown in Fig. 7c

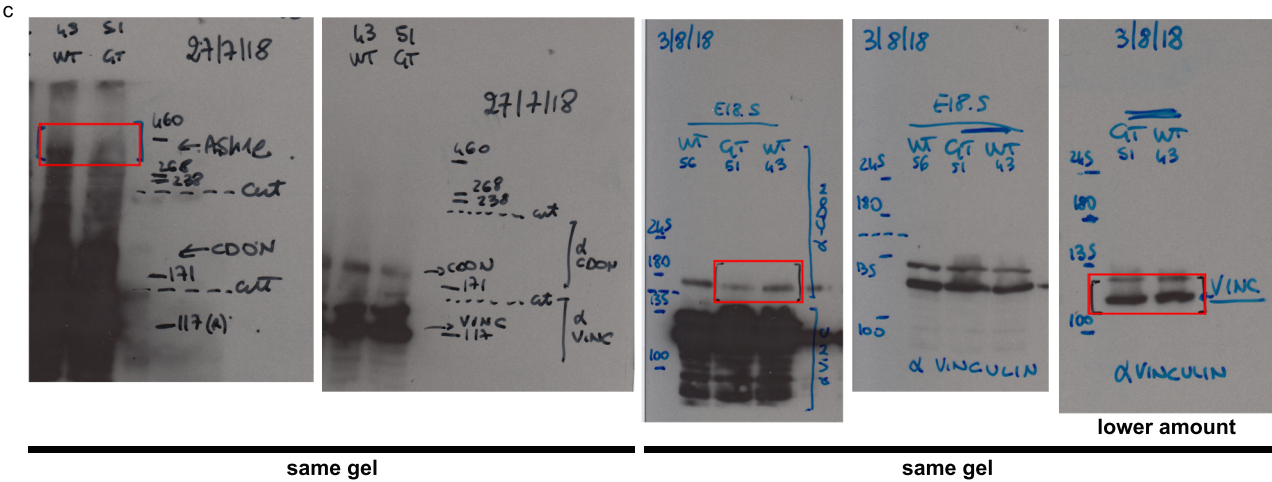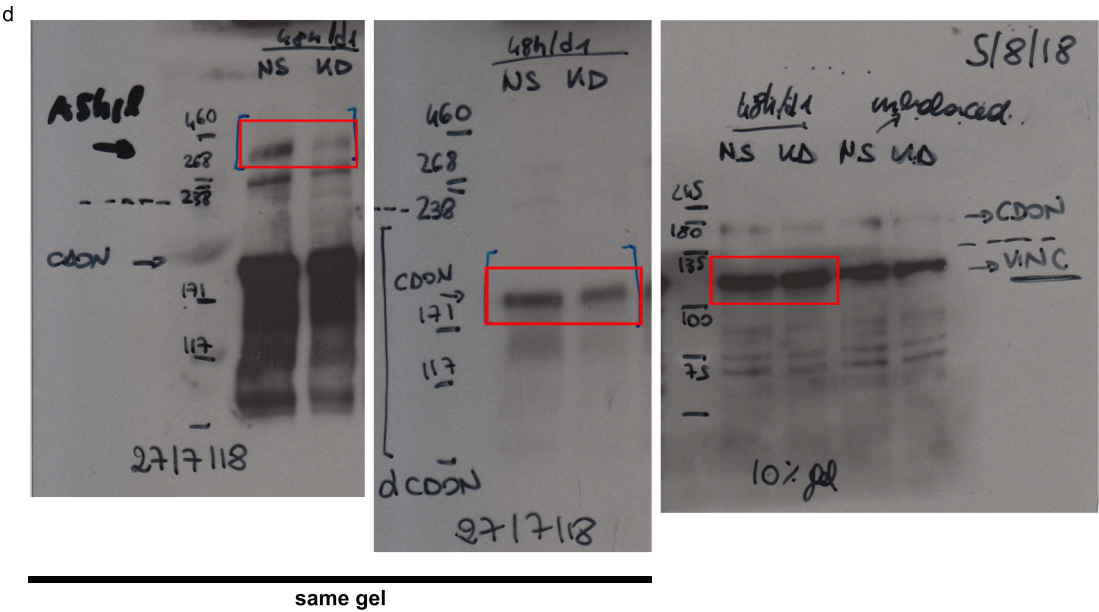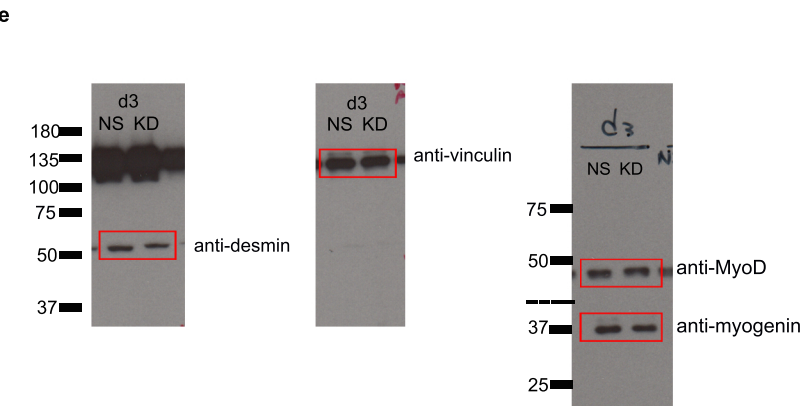

Data shown in Fig. 7e

Data shown in  
Supplementary Figure 3c

**Supplementary figure 5.** Uncropped representative immunoblots.  
a. Protein extract from C2C12 cells. Staining with primary antibodies anti-Ash1L and anti-Vinculin.  
b. Protein extract from C2C12 cells. Staining with primary antibodies anti-Cdon and anti-Vinculin.  
c. Protein extract from WT and Ash1L GT muscle tissue. Staining with primary antibodies anti-Ash1L, anti-Cdon and anti-Vinculin.  
d. Protein extract from C2C12 cells. Staining with primary antibodies anti-Ash1L, anti-Cdon and anti-Vinculin.  
e. Protein extract from C2C12 cells at day 3 of differentiation. Staining with primary antibodies anti-desmin, anti-MyoD, anti-myogenin and anti-Vinculin.

a

| Gene                        | Species     | Application | Sequence                                                        |
|-----------------------------|-------------|-------------|-----------------------------------------------------------------|
| Gapdh                       | mouse/human | RT-qPCR     | F 5'-TCAAGAAGGTGGTGAAGCAGG-3'<br>R 5'-ACCAGGAAATGAGCTTGACAAA-3' |
| Ash1L                       | mouse       | RT-qPCR     | F 5'-GCCCTTCAAAATGGGACTCT-3'<br>R 5'-TCGACTGCCAACAAGAGATG-3'    |
| Cdon                        | mouse       | RT-qPCR     | F 5'-CGGTTGGACAGAAACACAGA-3'<br>R 5'-CGAAATCACCCAGGGCTG-3'      |
| MyoD                        | mouse       | RT-qPCR     | F 5'-AGTGAATGAGGCCTTCGAGA-3'<br>R 5'-CTGGGTTCCCTGTTCTGTGT-3'    |
| Myogenin                    | mouse       | RT-qPCR     | F 5'-ACTCCCTTACGTCCATCGTG-3'<br>R 5'-CAGGACAGCCCCACTTAAAA-3'    |
| Desmin                      | mouse       | RT-qPCR     | F 5'-ATGAAGAGGAGATCCGTGAG-3'<br>R 5'-GGTATTCCATCATCTCCTGCT-3'   |
| MyHC4-2b                    | mouse       | RT-qPCR     | F 5'-CACCTGGACGATGCTCTCAGA-3'<br>R 5'-GCTCTTGCTCGGCCACTCT-3'    |
| M-Cadherin                  | mouse       | RT-qPCR     | F 5'-CCTGATGGGCAGTTCAAGATC-3'<br>R 5'-CACGGACAGCACACCTTCAT-3'   |
| Myomaker                    | mouse       | RT-qPCR     | F 5'-ATCGCTACCAAGAGGCGTT-3'<br>R 5'-CACAGCACAGACAAACCAGG-3'     |
| Socs2                       | mouse       | RT-qPCR     | F 5'-GGACGTGTTGACTCATCTCC-3'<br>R 5'-ACCATCCTGTTTGACTGAGC-3'    |
| Vgll3                       | mouse       | RT-qPCR     | F 5'-GGCTTCGATACAGGTCTTCA-3'<br>R 5'-CATTTCTGTGTCCCATTTC-3'     |
| Six1                        | mouse       | RT-qPCR     | F 5'-CCAGGTCAGCAACTGGTTTA-3'<br>R 5'-CTCCTCTTCTGAGCTGGACA-3'    |
| Eya4                        | mouse       | RT-qPCR     | F 5'-AGTACTCTGGGATGCAGCAG-3'<br>R 5'-AGTAGACGATGGTGCAAAGC-3'    |
| Tcf7l2                      | mouse       | RT-qPCR     | F 5'-GGAGGAGAAGAAGCTCGGAAA-3'<br>R 5'-CGGGATTATCTCGGAAACT-3'    |
| Ash1L                       | human       | RT-qPCR     | F 5'-GAAGACCTTTTCCGGGTAGG-3'<br>R 5'-GTAGTGGGGACCTGCTGTGT-3'    |
| Cdon                        | human       | RT-qPCR     | F 5'-AGTGAAACGTGTTCTGTGAG-3'<br>R 5'-AACCATCAGAATGAGGACCA-3'    |
| Socs2                       | human       | RT-qPCR     | F 5'-GCACTGACTTCAAGGAAGGA-3'<br>R 5'-CTTCCCCAGTACCATCCTGT-3'    |
| Vgll3                       | human       | RT-qPCR     | F 5'-CTCGTGTGTCCTTTTCACT-3'<br>R 5'-CTGAGCTGTCTCGCCATAG-3'      |
| Six1                        | human       | RT-qPCR     | F 5'-ATTCTCACCTCCCCAAAGTC-3'<br>R 5'-GAGAGTCTTGGAGCTGATGC-3'    |
| Eya4                        | human       | RT-qPCR     | F 5'-GTGGCAGGAGAAGTGAGAAA-3'<br>R 5'-GGTTTCACTGCTGTTCAAGG-3'    |
| Tcf7l2                      | human       | RT-qPCR     | F 5'-CCCCGTATTACCCACTATCG-3'<br>R 5'-GAACCTGGACATGGAAGCAT-3'    |
| Cdon Positive peak region   | mouse       | ChIP-qPCR   | F 5'-GCTTTAGCACTGAAGCGAAC-3'<br>R 5'-AAGCCTGACTTTGCTCTCAA-3'    |
| Cdon Negative region        | mouse       | ChIP-qPCR   | F 5'-AGTGAGGGTCGTGCTTTGTA-3'<br>R 5'-GACTGGTGGTGTAAATGCTGC-3'   |
| Socs2 Positive peak region  | mouse       | ChIP-qPCR   | F 5'-CAGCTGCGATTTCATACAGTC-3'<br>R 5'-GGGCTCATTTTGGAATGTT-3'    |
| Vgll3 Positive peak region  | mouse       | ChIP-qPCR   | F 5'-GCGTGAAAGATGCTTTAGGA-3'<br>R 5'-AGACAGATGCCTTTCTGTAG-3'    |
| Six1 Positive peak region   | mouse       | ChIP-qPCR   | F 5'-AGGGGAGAAGGGGAGACTTTT-3'<br>R 5'-TGCTGGGTGTCCTATCAGAG-3'   |
| Eya4 Positive peak region   | mouse       | ChIP-qPCR   | F 5'-AGGCTCAGTCAAAACCTCCT-3'<br>R 5'-CGCTTGTAGAGCTTGGTCAT-3'    |
| Tcf7l2 Positive peak region | mouse       | ChIP-qPCR   | F 5'-GGCCTTTTGAGTGGACTTTT-3'<br>R 5'-CCAAACCTCCTACACCTCCT-3'    |
| Negative control region     | mouse       | ChIP-qPCR   | F 5'-TCTGCCCATTTTCATACACA-3'<br>R 5'-TGTCACAGTTCGTGATGGTC-3'    |

**Western Blot Antibodies**

|                                                                                           |
|-------------------------------------------------------------------------------------------|
|                                                                                           |
| Rabbit anti-Ash1L (#A301-749A; Bethyl laboratories)                                       |
| Mouse anti-Vinculin (#V9131; Sigma-Aldrich)                                               |
| Mouse anti-CDO (#AF2429; R&D Systems)                                                     |
| Mouse anti-MyoD (#M3512; Dako)                                                            |
| Mouse anti-Myogenin F5D (Hybridoma Bank)                                                  |
| Rabbit anti-Desmin (#4024; Cell Signalling)                                               |
| Peroxidase-AffiniPure Donkey Anti-Rabbit IgG (H+L) (#JI711035152; Jackson ImmunoResearch) |
| Peroxidase-AffiniPure Donkey Anti-Mouse IgG (H+L) (#JI715035150; Jackson ImmunoResearch)  |
| Peroxidase-AffiniPure Donkey Anti-Goat IgG (H+L) (#705-035-003; Jackson ImmunoResearch)   |

**ChIP Antibodies**

|                                                               |
|---------------------------------------------------------------|
|                                                               |
| Rabbit IgG (#011-000-003; Jackson Immunoresearch)             |
| Rabbit anti-Ash1L (#A301-749A; Bethyl laboratories)           |
| Rabbit anti-H3 (#Ab1791; Abcam)                               |
| Rabbit anti-dimethyl-Histone H3 (Lys 36) (#07-369; Millipore) |

**IF Antibodies**

|                                                               |
|---------------------------------------------------------------|
|                                                               |
| <i>Primary antibodies</i>                                     |
| Rabbit anti-Ash1L (#A301-749A; Bethyl laboratories)           |
| Rabbit anti-Laminin (#L9393; Sigma)                           |
| <i>Secondary antibodies</i>                                   |
| Alexa Fluor 488 goat anti-rabbit (#A-11034, Molecular Probes) |

**Supplementary Table 1**

a. Sequences of the primers used in RT-qPCR and in ChIP-qPCR

b. List of antibodies used in this study

# Supplementary material for: The Trithorax protein Ash1L promotes myoblast fusion by activating Cdon expression
**Source:** Nat Commun. 2018 Nov 28;9:5026. doi: 10.1038/s41467-018-07313-8
**Supplement:** Supplementary file 9 — Source Data Fig. 1

**Title:** Supplementary Data 1.
**Description:** List of differentially expressed genes in myoblasts knockdown for Ash1L compared to control knockdown.

**Title:** Supplementary Data 2.
**Description:** Lis of Ash1L ChIP-Seq peaks annotated based on their position relative to genes.

**Title:** Supplementary Data 3.
 **Description:** List of direct Ash1L targets differentially expressed in myoblasts knockdown for Ash1L compared to control knockdown.

**Title:** Supplementary Data 4.
**Description:** Differential gene expression of Ash1L targets during C2C12 differentiation. Supplementary Data 5. ChIP-Seq Enrichment Analysis by Enrichr for direct Ash1L target genes.

**Title: Source data file**

**Description**: The source data underlying Figures 1a, 1b, 1c, 1d, 2a, 2b, 3a, 3b, 3c, 7a, 7b, 7c, 7d, 7e, 7f, 8b, 8c and Supplementary Figures 1, 2, 3a, 3b, 3c, 4a and 4b are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

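The 3 Ash1L ChIP replicates of C2C12 cells at day 1 of differentiation were analysed from the peak lists that the authors deposited. The RNA-seq, histone ChIP, input and IgG samples were not analysed here. The authors trimmed the reads, aligned them to mm10 with BWA-MEM, removed duplicates with Picard, kept properly paired and uniquely mapped reads, and removed blacklisted regions. Narrow peaks were called in each replicate by itself with MACS2 against the input (q value under 0.05, slocal 2000), and the replicates were not pooled. Each deposited list gives the region and position of each summit with 1 value. The column has no name, and it was read as the −log10 q value that the authors' peak caller gave. The lists hold no fold enrichment, so the peaks to name were ranked by −log10 q where a ranking by fold enrichment had been planned. The merged list the authors deposited gives positions and no score. The paper's methods describe merged broad peaks, whereas the regions of this list equal the narrow regions of the 3 lists merged with bedtools. The lists give no read counts, so neither the depth of a replicate nor the counting error of a peak is known. Confidence intervals of shares treat peaks as independent and cover counting error only, and neighbouring peaks are not independent.

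Summits of the same region were joined into 1 peak with their highest −log10 q. Genes were assigned to merged peaks as in Supplementary Data 2, and direct targets and their log2 fold changes on Ash1L knockdown were taken from Supplementary Data 3 as the paper's values. Regions were compared with the GENCODE M21 annotation of GRCm38, the same assembly as mm10, and with its sequence. The authors used an earlier Ensembl annotation and region tables of the UCSC Genome Table Browser, which were not used here. Merged peaks on unplaced sequences were kept and compared with the genes annotated on those sequences. Where such a sequence has none, its peaks count as outside every feature and far from any TSS. A gene's promoter was taken as 1, 5 or 10 kb upstream of each TSS, and a peak counted in a feature with at least 10% of its length there. Random placements kept each peak's chromosome and width, and the tests against them are one-sided, with 0.0001 as the smallest p-value they can give. The tests between genes or peaks are two-sided Fisher's exact tests, and differences and correlations of other measures used two-sided permutation tests with 100000 permutations. A peak met the CpG island rule with a GC content of at least 50% and a ratio of observed to expected CpG of at least 0.6. Copies of 50-mers were counted on both strands of the assembled chromosomes and the unplaced sequences of the reference. The primers of Supplementary Table 1 were matched exactly, and those without a match were aligned with edlib within 20 kb of their gene with at most 2 changes.

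The genes to name were set by a rule: the genes that the paper names or tests by ChIP-qPCR, the 5 merged peaks ranked highest among those with a peak in all 3 lists and a gene, and the 3 genes with most merged peaks. Pax7, which ties for the last of these, was added after its value was seen. Some of the genes and regions that the rule names are not reported here. The alternatives were a −log10 q of at least 5, an overlap of at least 50% of both peaks, a shared stretch of 1 bp or the middle base of the peak for features, loci of peaks within 10 kb, protein-coding transcripts only, chromosomes only, placements within 10 kb of genes, each list alone, and each replicate left out. Added after seeing the data were placements at windows of the same GC content (within 1 percentage point, at steps of 100 bp), the share of peak bases in each feature, and the primers placed with changed bases. The feature test was tested on simulated data. It counted all 150 peaks planted in a feature among 259 simulated ones, and 9 of 200 sets placed at random (4.5%) had a p-value under 0.05. These sets were drawn in the way the test draws its placements, without clusters of neighbouring peaks. They check the code and do not give the error rate for clustered peaks. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, bedtools 2.31.1 and samtools 1.23.1. The fusion, expression and rescue experiments, the read profile and the chromatin segments were left out, since they do not rest on these peak lists alone.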

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

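In this part, the tests of repeated copies and of annotated genes, taken apart for chromosome X and for chromosomes 4 and 15, were chosen after the result was seen. Supplementary Data 2 gives no gene to 60 of the 259 merged peaks, and 6 of these 60 were in all 3 replicate lists. As single peaks, these 6 have no part in the paper's gene-based analysis, although a locus can enter it through a neighbouring peak. The strongest, at 85663296–85668938 on chromosome 15, had a −log10 q of 79.9, 49.3 and 111 in replicates 1, 2 and 3, and ranked number 1 of replicate 3. Nearby merged peaks, at 85655862–85658919 and 85659047–85662044, do have a gene in Supplementary Data 2. This locus on chromosome 15 is thus in the paper's gene list. The next strongest of the 6, at 88932299–88940931 on chromosome 4, had 45.8, 20.8 and 39.5. Another 3 lay on chromosome X between 126687185 and 126784928, and 1 lay on an unplaced sequence. Reads shared between repeated copies of a sequence can make a peak, although the authors kept only uniquely mapped reads. In the peaks on chromosomes 15 and 4, only 0.322% and 0.582% of the 50-mers had more than 1 copy in the genome. Nearly all of their sequence is thus found once in the reference, which argues against reads shared between its copies in these 2. Copies that the reference lacks were not tested. In the 3 on chromosome X, the share was from 4.87% to 16.3%, although the median 50-mer had 1 copy. Merged peaks between them in fewer lists, from 126771312 to 126777720, had shares of 50.7%, 62.7%, 67.8%, 70.1% and 75.5%. Shared reads therefore stay open there. The peak on the unplaced sequence was not tested. Genes missing from the annotation the authors used would leave a peak without a gene. In the GENCODE M21 annotation, 0 of the 3 on chromosome X overlap a gene, which argues against genes missing from the annotation used for these. The other 2 overlap one (Gm49539 and Lncppara on chromosome 15, AL805899.1 on chromosome 4), and whether the authors' annotation held these genes was not tested. The distance limit that the authors used to assign genes was not tested. No biological explanation was tested, since the peak lists are of a single condition.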

How the results depend on the processing

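The alternatives named here were set before the data were examined, apart from the added ones, which are named as such. Across 32 results, 214 comparisons with an alternative were made, 205 planned and 9 added. In 201 of them the result kept its direction and its side of the threshold, or a count stayed within 1.5 times. Of the others, 11 moved, 1 was weaker and 1 reversed. The count of 201 overstates stability, since some alternatives could not move a result. Without replicate 2, the 259 merged peaks remain, and the feature, TSS, gene and direct-target results equal the main ones. Merging the lists here gives back the same regions, and the distance of the Cdon peak to the gene start is measured from the same position. All 12 alternatives of the share of merged peaks within 5 kb of a TSS, of which 1 (windows of the same GC content) was added, kept it above the random placements (one-sided permutation test, p = 0.0001 in each, the smallest it can give), with shares from 46.7% within 1 kb to 82.2% within 10 kb. All 31 alternatives of the overlap between replicates did so too. Their shares ranged from 11.7%, for replicate 1 in replicate 2 at an overlap of at least 50% of both peaks, to 100%. For all lists together, the share of peaks found in another list ranged from 32.7% without replicate 1 to 73.9% at a −log10 q of at least 5. Of 112 comparisons of feature enrichment, 111 stayed above the placements with a p-value under 0.05 (one-sided permutation test). The exception was the coding sequence with the peaks of replicate 2 alone, with a relative enrichment of 8.54. Its share, 11.4% against 4.03% of the placed peaks, was also higher but not past the threshold (one-sided permutation test, p = 0.0529). Only 35 peaks were tested there.

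With only peaks of a −log10 q of at least 5, replicate 2 held 23 peaks, the merged peaks in all 3 lists fell from 35 to 23, and the Cdon peak was in 1 list in place of 2. These follow from the filter, which removes peaks. The comparison of direct targets with other genes reversed, to an odds ratio of 0.871 (two-sided Fisher's exact test, p = 0.844). Its odds ratio ranged from 0.871 to 1.71 over the alternatives, with p from 0.219 to 1, so no direction is shown. With an overlap of at least 50% of both peaks, 22 merged peaks were in all 3 lists. With peaks within 10 kb joined into loci, 69 of 119 loci were in at least 2 lists, in place of 123 of 259 peaks, since fewer units are counted. Leaving out 1 replicate gave from 35 to 123 merged peaks in at least 2 lists, from 42 to 96 genes with a peak in at least 2 lists, and from 1 to 2 lists with the Cdon peak. The low ends came without replicate 1 and without replicate 3. By construction, at least 2 lists then means both remaining ones, and replicate 2 is the shorter of them.

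No paired analysis was possible because only the Ash1L ChIP replicates, a single condition, have peak lists here. The lists give no read counts, which limits what the absence of a peak in replicate 2 says about binding.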

Differences from the paper's values

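The relative enrichments of Fig. 5b were read by eye. Its axis and legend give log2 fold change, whereas the methods describe a plain ratio and the figure's line of reference is at about 1, so the values were compared as plain ratios, with those of the re-analysis on the log2 scale beside them. In promoters of 10 kb, the relative enrichment was 2.44 (1.29 on the log2 scale), against the paper's about 1.5 in Fig. 5b. In the coding sequence it was 9.81 (3.29 on the log2 scale), against the paper's about 2.5 in Fig. 5b. In genes it was 1.80 (0.85 on the log2 scale), against the paper's about 0.6 in Fig. 5b. In introns it was 1.66 (0.73 on the log2 scale), also against the paper's about 0.6 in Fig. 5b. None of the 13 alternatives set before the data were examined closed the gap of any of these 4 regions. They ranged from 2.30 to 3.01 in promoters of 10 kb, from 5.19 to 16.4 in the coding sequence, from 1.73 to 1.98 in genes and from 1.57 to 2.11 in introns. The share of peak bases in each region, chosen after seeing the values, gave 2.59, 4.66, 1.87 and 1.69 and closed none either. On the log2 scale, each of these 4 values is within 1.5 times of the paper's, but the series as a whole is not. The 5′-UTR would then be at 4.99 against the paper's about 20 in Fig. 5b, and the 3′-UTR at 2.34 against about 6 in Fig. 5b. As plain ratios, these were 31.8 and 5.05. Read as a plain ratio, about 0.6 in genes and introns would be a depletion, whereas the paper's text describes extensive occupancy of gene bodies. The relative fractions in the methods can also be read as shares among the kinds of region, a measure that was not tried. The gaps may therefore come from an unlike measure.

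The paper's text places a peak of Ash1L at the TSS of Cdon. Here, the merged peak lay in intron 1 and began 1153 bp from the nearest annotated TSS and 3613 bp from the start of the gene.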

Other observations

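In this part, the placements at windows of the same GC content, the bounds of what counts as a narrow peak with a high −log10 q, and the tests on the few peaks of replicate 2 were chosen after the result was seen.

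The closeness of merged peaks to TSSs was weighed against GC content and clustering. Windows of the same GC content lay within 5 kb of a TSS at 36.6%, above the 24.2% of random placements of the same 242 peaks and below the 78.9% of the peaks (one-sided permutation test, p = 0.0001, the smallest the placements can give). At least 93 windows were found for each peak. With neighbouring peaks joined, 76.5% of the 119 loci lay within 5 kb of a TSS against 26.6% of placed loci. Neither GC content nor clusters of neighbouring peaks therefore accounts for the whole closeness, although GC content may account for a part of it. Of the 242 peaks, 51 (21.1%) met the CpG island rule, against 0.620% of random placements (one-sided permutation test, p = 0.0001). A biological explanation was not tested, since no other condition has a peak list here.

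Replicate 2 held far fewer peaks than the other replicates. The lowest −log10 q in its list was 1.30, against 2.30 in replicate 1 and 2.38 in replicate 3, which argues against a higher significance limit in replicate 2. A minimum width in replicate 2 stays open. Its narrowest peak was 1035 bp, against 236 bp in replicate 1 and 277 bp in replicate 3. The narrowest merged peak with a replicate 2 peak was 1643 bp wide. Of the 51 merged peaks at least that wide, 16 had no replicate 2 peak, and at a bound of 1035 bp, 44 of 79 had none. The widths of peaks that replicate 2 lacks come from the other lists, so these counts do not decide. The 44 had a median highest −log10 q of 15.0, against 35.8 for the 35 with a replicate 2 peak. The 180 peaks narrower than 1035 bp lack a replicate 2 peak by construction. The depth of replicate 2, which also stays open, was not tested, since the lists give no read counts. No biological explanation was tested.

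A group of 19 merged peaks was narrower than 600 bp with a −log10 q of at least 20. None was in replicate 2, 7 were in replicates 1 and 3, and 12 have no gene in Supplementary Data 2. Within 5 kb of a TSS lay 6 of them (31.6%), against 186 of the other 240 merged peaks (77.5%, two-sided Fisher's exact test, p = 6.23e-05). The highest, at 4626134–4626722 on chromosome 17, had a −log10 q of 280 in replicate 1 and 35.8 in replicate 3. In the 16 with a sequence, on average 19.2% ± 17.3 (SD) of the 50-mers had more than 1 copy in the genome, against 3.92% ± 13.7 (SD) in the other 226 (two-sided permutation test, p = 0.00178, Benjamini-Hochberg adjusted over 3 measures 0.00267). Soft-masked bases made up 46.4% against 18.8% (same permutation test, p = 2e-05, the smallest it can give, adjusted 6e-05). Their GC content was within the middle 90% of that of the other peaks in 16 of 16, with a mean of 45.9% against 47.4% (same permutation test, p = 0.574), which argues against GC content. These peaks thus hold more repeated sequence on average, although the median 50-mer had 1 copy in both groups. The authors kept only uniquely mapped reads, so this does not show that reads shared between copies made the peaks. Copies that the reference lacks were not tested, and the explanation stays open. No biological explanation was tested.

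Peaks in a single list were compared with peaks in several by sequence class. Of 127 peaks in 1 list, 26 (20.5%) met the CpG island rule, against 25 of 115 (21.7%) in 2 or 3 lists (odds ratio 0.927, two-sided Fisher's exact test, p = 0.875). The peaks of direct targets met it in 20 of 95 (21.1%), against 29 of 104 (27.9%) peaks of other genes only (odds ratio 0.690, same exact test, p = 0.323). Adjusted by Benjamini-Hochberg over these 2 comparisons, the p-values were 0.875 and 0.647. No difference in sequence class was detectable at these numbers of peaks.

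Across the 45 direct targets, the paper's log2 fold change on Ash1L knockdown (Supplementary Data 3), from -1.48 to -0.08, was set against the peaks. If stronger peaks went with a larger fall, the correlation would be negative. With the highest −log10 q, Spearman's rho was 0.0351 (two-sided permutation test, p = 0.819) and Pearson's r was -0.0640 (p = 0.676). With the bases covered by peaks, rho was 0.0826 (p = 0.590) and r was 0.154 (p = 0.307). Without the 2 genes farthest from the median, r was 0.00741 and 0.130. Adjusted over the 2 relations, both p-values of rho were 0.819. These are correlations across genes, which are not independent replicates. The direct targets were chosen by the paper for their fall, which narrows the range. The fold changes are from myoblasts, whereas the peaks are from cells at day 1 of differentiation. The relations therefore stay open. In the paper's table, 8 of the 45 have an FDR under 0.05, and Cdon has a log2 fold change of -0.61 with an FDR of 0.00762. The paper took the 45 from a leading-edge analysis, not from an FDR limit for each gene.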
